# Comparing genomic expression patterns across plant species reveals highly diverged transcriptional dynamics in response to salt stress

**DOI:** 10.1186/1471-2164-10-398

**Published:** 2009-08-25

**Authors:** Harkamal Walia, Clyde Wilson, Abdelbagi M Ismail, Timothy J Close, Xinping Cui

## Abstract

**Background:**

Rice and barley are both members of *Poaceae *(grass family) but have a marked difference in salt tolerance. The molecular mechanism underlying this difference was previously unexplored. This study employs a comparative genomics approach to identify analogous and contrasting gene expression patterns between rice and barley.

**Results:**

A hierarchical clustering approach identified several interesting expression trajectories among rice and barley genotypes. There were no major conserved expression patterns between the two species in response to salt stress. A wheat salt-stress dataset was queried for comparison with rice and barley. Roughly one-third of the salt-stress responses of barley were conserved with wheat while overlap between wheat and rice was minimal. These results demonstrate that, at transcriptome level, rice is strikingly different compared to the more closely related barley and wheat. This apparent lack of analogous transcriptional programs in response to salt stress is further highlighted through close examination of genes associated with root growth and development.

**Conclusion:**

The analysis provides support for the hypothesis that conservation of transcriptional signatures in response to environmental cues depends on the genetic similarity among the genotypes within a species, and on the phylogenetic distance between the species.

## Background

Phenotypic divergence can often be traced to gene expression variation. Gene expression variation resulting in phenotypic differences has been observed among individuals within a population, a species and across multiple species [1,2]. Although instances of phenotypic divergence and underlying expression variation were reported in the past, it was the advent of reliable microarray technology that enabled biologists to study expression variation at a whole-genome level and link it to phenotypic variation.

Several studies have focused on expression level variation among accession within the species and between species in *Drosophila*, primates, yeast and fish [1,3-5]. In the plant kingdom, however, comparative genomics expression analyses across species have been scarce. One noteworthy comparative interspecies experiment sampled different tissues and revealed a low correlation for conserved expression pattern between rice and *Arabidopsis *orthologs [6]. The comparison between these highly diverged model species representing the monocots and dicots was elaborated upon by measuring their responses to light and dark regimes in two tissue types [7]. The comparisons indicated expression level conservation to some degree during the light regime but not in changes triggered in response to darkness. The study further indicated a lack of conservation in response to light between shoot and root tissue, thus highlighting the significance of tissue level variation that exist in inter- and intra-species comparisons [8]. A comparison between two ecotypes of *A*. *thaliana *at early seedling stage identified about 8% of the transcriptome to be differentially expressed. Notably, genes with a difference in transcript abundance were enriched in genes responsive to environmental factors [9].

Studies comparing the transcriptomes of multiple species have provided insights on phenotypic variation and accompanying expression variation. However, the biological interpretation can be challenging due to large and diverse sets of genes which are expressed differently across species. A more targeted approach for multi-species comparative expression analysis is to determine how different species respond to a particular perturbation such as starvation, exposure to chemicals or a naturally occurring environmental stress. For instance in plants, the transcriptome of *Arabidopsis thaliana *and a salt-tolerant *Thellungiella halophila *have been compared for their response to salt stress [10,11]. An important finding of these studies was that the highly tolerant *Thellungiella halophila *had several salt-tolerance related genes constitutively expressed at a higher level compared to *A. thaliana *even in absence of stress. In the present study, the focus was on the differential response patterns of two distantly related plant species to salt stress. Two economically important members from the *Poaceae*, rice and barley, were selected and profiled with respect to the deviation in their transcriptional signatures upon exposure to salt stress.

Rice is highly susceptible to even moderate levels of salinity. In contrast, barley is among the most salt-tolerant cereal crops. Physiological approaches have been employed previously to characterize the phenotypic variation in salt tolerance for these two grass species [12]. The transcriptional responses of rice and barley genotypes were also characterized independently by several laboratories using various microarray platforms [13-15]. However, a detailed comparative genomics approach to elucidate how and why these species differ in their tolerance to salt stress at molecular level remains to be pursued.

Although a comparison between rice and barley at the expression level can be performed *in silico *using existing datasets, such an approach has some limitations. For instance, most of the experiments involve varying levels and durations of stress imposed on plants. Further, the developmental stage at which stress is imposed varies widely. These issues are expected to inflate the observed expression level variations. Since most of the previous studies only employ a single genotype of rice or barley for expression analysis, the generality of the interpretations is limited. In this study we have used an equivalent stress level, a cognate developmental stage, similar tissue, identical microarray technology and an identical statistical analysis to compare the expression differences between rice and barley as well as within the genera.

The basic research questions which we sought to address in the present study are as follows: How conserved or different are the responses of rice and barley genes upon exposure to salt stress? Is there any species specific activation or repression of pathway(s) which can be associated with salt-tolerance of barley or sensitivity of rice?

## Results and discussion

### Experimental design for comparative study

The primary focus in designing the experiments was to assay biological materials at a comparable developmental phase and stress level for both species. We used two closely related rice genotypes IR29 (salt-sensitive) and FL478 (salt-tolerant) (Figure 1). The genotype FL478 is an F2-derived F8 recombinant inbred line whose phenology is similar to that of IR29 [16,17]. The tolerant rice genotype accumulated lower Na^+ ^in the roots and shoot tissue compared to sensitive IR29 when exposed to salt stress [see Additional file 1]. Further, the relative decrease in shoot and root biomass of salt stressed FL478 plants is significantly less compared to sensitive IR29. The genotypic pair used for barley was the salt-tolerant, irradiation-derived Golden Promise (GP) and its progenitor, Maythorpe (MT) [18]. The tolerant Golden Promise accumulates lower Na^+ ^in the shoot and root tissue compared to Maythorpe when grown under high salt conditions [19,20]. By employing rice and barley genotypic pairs with similar phenology we have attempted to minimize transcriptome differences resulting from differences in developmental phases. The current study used root material from plants in early tillering stage. Rice yield in particular is very sensitive to salinity during early tillering. The present study used matching tissue type (root tips) for rice and barley. Root samples were collected from plants growing under control and salt-stressed conditions. 

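The rice data analysed here are 11 Affymetrix Rice Genome Arrays of RNA from the last 2 cm of the roots, harvested 30 days after germination. The tolerant FL478 was measured on 3 control and 3 salt-stressed arrays. The sensitive IR29 was measured on 2 control and 3 salt-stressed arrays, as the paper's Methods state. Salt was raised over 3 days to about 60 mM NaCl, an electrical conductivity of 7.4 dS/m against 1.1 dS/m in the control, and was held for 5 days. The sample labels describe a hydroponic culture, and the paper's Methods describe sand tanks. The deposited values are linear signal intensities that the authors computed with GCOS, and are not the RMA values on which the paper's tests were run. They are on one scale, with the same 2% trimmed mean of the signal on every array. The median signal per array was 48.8 to 61.3 units, and 36.6% to 41.9% of the probe sets of an array lay under 32 units. An offset of 32 was added, the values were log2-transformed, and no further normalization was applied. Changes by salt were estimated for 57258 probe sets with limma, in a fit of the 4 groups over all 11 arrays, and were called at a Benjamini-Hochberg adjusted p under 0.10. Lists of genes were tested with camera at an adjusted p under 0.05, with each gene represented by its brightest probe set. The lists, the thresholds and the rule for naming genes were set before the data were examined. Arrays of the same group correlated at 0.963 to 0.978 across probe sets, and arrays of different groups at 0.945 to 0.975. The signal of the GAPDH probe set at the 3' end relative to the one at the 5' end, a measure of RNA integrity, was higher under salt in both genotypes. Its log2 ratio was 0.77 ± 0.14 (SD, n = 3) under salt and 0.58 ± 0.060 (SD, n = 3) in the control of FL478, and 0.88 ± 0.16 (SD, n = 3) and 0.65 ± 0.0086 (SD, n = 2) in IR29. Within genotypes, the mean difference of 0.21 gave a two-sided exact permutation p of 0.02, or 0.175 after adjustment over all the array measures tested. The same ratio differed by 0.21 for actin (exact permutation p = 0.17) and by -0.18 for cyclophilin (exact permutation p = 0.41). The control signals of Cre and BioC, which are added to each sample, were higher under salt (exact permutation p = 0.035 and 0.025, or 0.175 for each after the same adjustment). The number of arrays limits the precision of every value.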

The salt stress levels selected for the both rice and barley were based on a yield loss of 60% for both, the sensitive rice (IR29) and sensitive barley (Maythorpe) [21,18]. We used the Rice Genome Array and Barley1 GeneChip from Affymetrix for transcriptional assay of rice and barley respectively.

**Figure 1:**
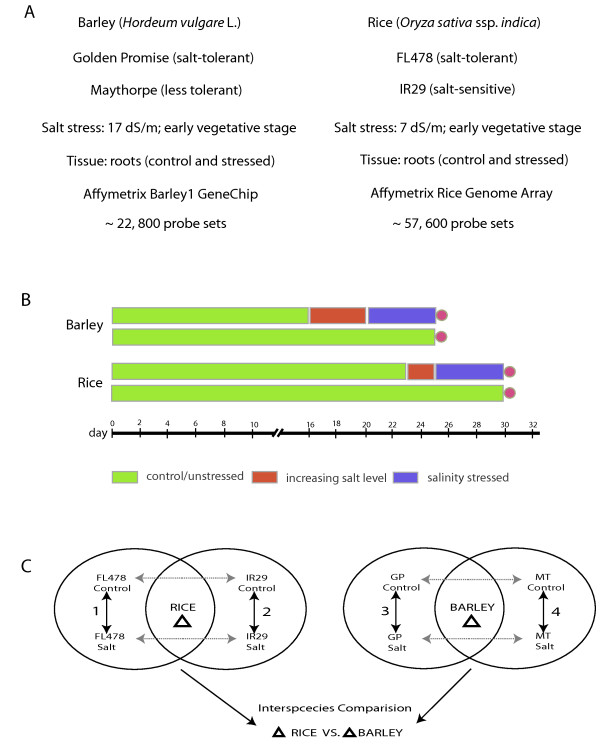
**Experimental design for salt stress treatment**. (A) Genotypic pairs with differences in salt tolerance and similar genetic backgrounds were selected for the transcriptome analysis using the Affymetrix GeneChip format. Comparable developmental stage and tissue were used for assay. (B) Stress treatment for rice and barley were implemented based on previous yield loss data. Green bar represents growth under unstressed/nutrient solution. Red bar indicates a gradual increase in salt levels. Blue bar represents growth under stress after reaching the final salt levels. Both control and stressed plants were harvested at the same time (circle). (C) Differential expression analysis comparisons for rice and barley. Current work focuses on comparisons 1 and 2 for rice and comparisons 5 and 6 for barley. Genes commonly regulated in both genotypes were considered the species specific responses. Genotypic comparisons 3, 4, 7 and 8 were not considered for present work.

### Orthologous gene representation between Rice Genome Array and Barley1 GeneChip

To compare the salinity stress response between rice and barley, we first determined the extent of rice genome representation on the Barley1 GeneChip. For this the Barley1 probe set annotations were exported from HarvEST:Barley [22]. The unique rice loci corresponding to the barley probe sets were determined based on BLASTX searches against the rice genome. Representation for 10,808 unique rice gene orthologs was found on the barley array. A parallel analysis for the Rice Genome Array using HarvEST:Rice yielded 52,660 rice loci. For this analysis, the splice variant derived gene models were ignored. Based on the described cross-platform mapping, Barley1 GeneChip represents orthologs for roughly one-fifth of the rice genes.

### Clustering analysis of rice and barley

We were interested in identifying genes that have similar and contrasting expression trajectories in response to salt-stress in rice and barley. The first method we used to address this question was the hierarchical clustering of orthologous pairs. The clustering analysis of the rice and barley dataset is expected to reveal genes whose response to salt stress is conserved across rice and barley. In addition, this analysis is likely to identify genes with distinct transcript trajectories, which may explain the differences in salinity tolerance between rice and barley.

For the clustering analysis, 10,808 barley probe sets were included. These probe sets have a corresponding rice gene model and a representative probe set on rice array. Initially, hierarchical clustering was performed on the barley data set using these 10,808 probe sets. From these clusters were selected which have higher transcript abundance in both barley genotypes (GP and MT) when growing under salt-stressed conditions (Figure 2A, left panel). Clusters were then identified which were predominantly populated by genes with decreased transcript abundance in barley under stress (Figure 2B, left panel). To study the response of the rice orthologs of these two gene sets (induced and repressed sets in barley during stress), we performed the cluster analysis on the rice dataset for FL478 and IR29. The majority of the rice genes corresponding to the two barley genes sets were found to have distinct expression patterns. These genes were selectively extracted from the rice heat map and matched with their orthologous barley genes (Figure 2A and 2B). Based on these analyses several distinct clusters emerged which were annotated as Cluster I to VII [see Additional files 2, 3, 4, 5, 6, 7 and 8].

**Figure 2:**
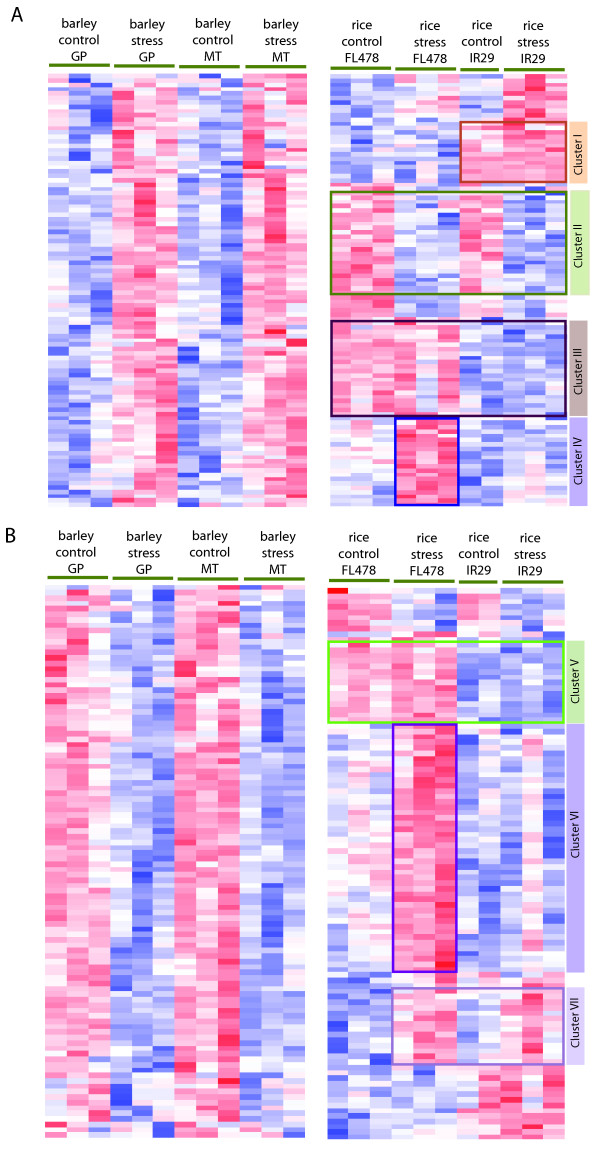
**Hierarchical clustering analysis of barley (left panels) and rice (right panel) genes that were responsive to salt stress in both barley genotypes (GP and MT)**. (A) Barley genes which were up-regulated in stressed root samples. The orthologous rice genes resolved into 4 clusters (I to IV). Cluster II gene members in rice have expression response trajectories opposite to their barley orthologs. (B) Genes which were repressed in barley genotypes during stress. The rice genes in Cluster VII have a response contrasting to their orthologs in barley. The cluster analysis was performed independently for barley and rice dataset. The heat map was generated based on relative expression of a given sample compared to the mean of the expression values across the samples for the given species (barley or rice). The red color is indicative of higher relative expression and the blue color represents lower expression than the mean value across the samples (white). The expression values were scaled from -3 to +3. P-value threshold for clustering genes was 0.001.

We have focused mainly on Cluster II and Cluster VII because they include genes which have contrasting responses between the rice and barley orthologs. 

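Of 25 rice probe sets that the paper's tables place in Cluster II, 23 had a lower mean signal under salt than in the control in FL478, 23 in IR29, and 21 in both. The median log2 change was -0.36 in FL478 and -0.42 in IR29. XTH23 (LOC_Os06g48180, chromosome 6), a xyloglucan endotransglucosylase/hydrolase that remodels the cell wall, fell by 1.07 on the log2 scale in FL478 (SE 0.17, adjusted p = 0.0821 from limma's moderated test). Its signal there was 2314 ± 319.9 intensity units in the control and 1080.2 ± 68.9 under salt (SD, n = 3 arrays each). In IR29 its log2 change was -0.89 (SE 0.19, adjusted p = 0.397). An expressed protein of unknown function (LOC_Os01g73940) fell by 1.28 in FL478 (SE 0.21, adjusted p = 0.084), with a value of -0.42 (SE 0.23, adjusted p = 0.878) in IR29. Asparagine synthetase (LOC_Os03g18130), which makes the nitrogen carrier asparagine and was chosen after its values were seen, had log2 changes of -1.04 (SE 0.22) and -1.31 (SE 0.245). XTH23 and the expressed protein were the 2 members past the threshold in FL478, and limma called 0 in IR29, where 10 had an unadjusted p under 0.05. Adjusted over the list alone, 14 members passed in FL478 and 7 in IR29. The study chose the members on these arrays, so their shared direction is not independent evidence of it.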

Cluster II includes genes which have increased transcript levels in barley but were repressed in rice when exposed to salinity. Cluster VII is composed of genes whose transcript levels decrease in barley but increase in rice in response to salt stress. 

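All 12 rice probe sets of this cluster in the paper's tables had a higher mean signal under salt in FL478, and all 12 also in IR29. Their median log2 change was 0.48 in FL478 and 0.28 in IR29. The members named here encode enzymes that act on cell wall polysaccharides, and whether such enzymes are enriched in the cluster was not tested. A beta-D-xylosidase (LOC_Os11g19210) had a log2 change of 0.73 (SE 0.15, adjusted p = 0.151) in FL478 and 0.78 (SE 0.16, adjusted p = 0.397) in IR29. A glucan endo-1,3-beta-glucosidase (LOC_Os01g53750) had values of 1.03 (SE 0.31, adjusted p = 0.324) and 0.84 (SE 0.34, adjusted p = 0.768). By limma over all probe sets 0 members passed in either genotype, with 9 at an unadjusted p under 0.05 in FL478 and 4 in IR29. Adjusted over the list alone, 9 passed in FL478 and 3 in IR29. These members too were selected by the study on the same arrays, so their direction has no independent weight.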

To obtain a broad functional categorization of these genes, the Functional Catalogue tool available from MIPS was used. The Cluster II gene set is enriched in cell rescue, defense and virulence (p-value < 0.006) and interaction with the environment (p-value < 0.002). A noteworthy member of this cluster is *LOW EXPRESSION OF OSMOTICALLY RESPONSIVE GENE 2 *(*LOS2*). 

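The rice probe set given for LOS2 (LOC_Os10g08550, chromosome 10, 5' end at position 4410384) measures an enolase of glycolysis, which converts 2-phosphoglycerate to phosphoenolpyruvate. It was among the brightest signals of the named genes, at 29614 ± 692 intensity units in FL478 control and 28051 ± 438 in FL478 salt (SD, n = 3 arrays each). In IR29 it was 31775 ± 422 (SD, n = 2) in the control and 27450.3 ± 704 (SD, n = 3) under salt. The log2 change was -0.08 (SE 0.12) in FL478 and -0.21 (SE 0.14) in IR29. On this scale the IR29 arrays read 14.94 and 14.97 in the control and 14.72 to 14.79 under salt. The arrays spread less than these standard errors imply, since limma draws the spread of each probe set toward a value common to all. Every salt array lay under every control array of its genotype. Neither change passed limma's test, with adjusted p = 0.919 in FL478 and 0.917 in IR29. With values under 32 set to 32 in place of the offset, the same change in IR29 passed. The LOS2 signals are far above 32, so the floor acted through the other probe sets. The difference between genotypes was -0.13 (SE 0.185, adjusted p = 1.00 from the same model).

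**Figure D1:**
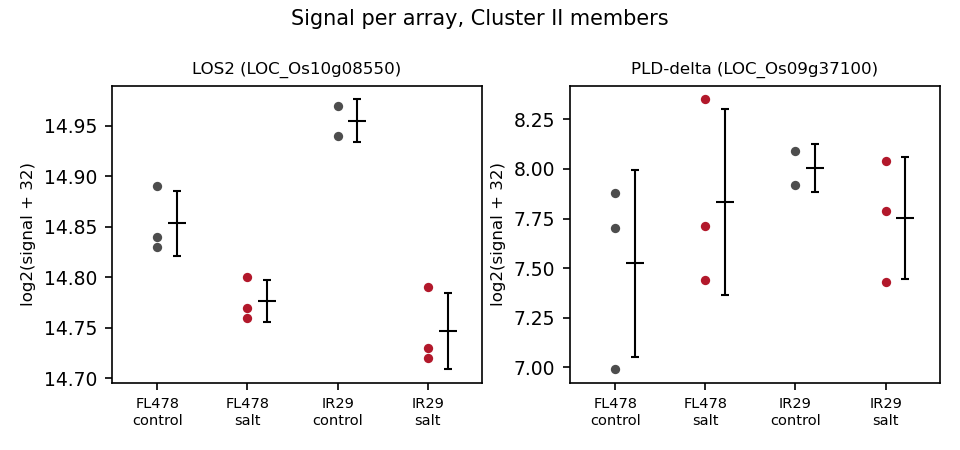
Signal per array of the LOS2 and PLD-delta probe sets on the y axis, as log2 of signal plus 32, by group on the x axis (3 arrays per group, 2 for IR29 control). Points are arrays, and the bars beside them are the mean ± SD. The y axes do not start at 0. LOS2 lies between 14.72 and 14.97 on all arrays, and PLD-delta between 6.99 and 8.35.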

Based on the cluster analysis, *LOS2 *is up-regulated in barley genotypes but down-regulated in rice upon exposure to high salt. *LOS2 *encodes a bifunctional enolase which is required for low-temperature response and acquired tolerance to freezing in *A. thaliana *[23]. Another member of Cluster II is *PHOSPHOLIPASE D DELTA*. 

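PHOSPHOLIPASE D DELTA, an enzyme of membrane lipid signalling, was measured in rice by the probe set of LOC_Os09g37100 on chromosome 9 (5' end at position 21391293). Its signal in FL478 was 158 ± 56.3 intensity units in the control and 205 ± 79.9 under salt (SD, n = 3 arrays each), a log2 change of 0.31 (SE 0.30, adjusted p = 0.825 from limma). In IR29 it was 226 ± 22.0 (SD, n = 2) in the control and 187 ± 45.9 (SD, n = 3) under salt, a log2 change of -0.25 (SE 0.33, adjusted p = 0.989 from limma). Both changes were about as large as their standard errors, and each rests on single arrays, with 0.04 in FL478 without the third FL478 control array and -0.09 in IR29 without the third IR29 salt array. The difference between genotypes was -0.57 (SE 0.444), with an adjusted p of 1.00.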

Its regulation followed a similar pattern to that displayed by *LOS2*, i.e. it is also up-regulated in barley genotypes but down-regulated in rice upon exposure to high salt. It is worth noting that the *Arabidopsis *ortholog of *PLD-delta *is known to be involved in the H_2_O_2 _mediated programmed cell death (PCD). Activation of *PLD-delta *decreases H_2_O_2 _cell death and improves stress tolerance [24]. Further, to examine if any other members of the Cluster II are also responsive to PCD, *A. thaliana *orthologs of the rice genes were queried as to their response to PCD in the Response Viewer available from TAIR . At least 5 genes were found to be down-regulated and 2 genes up-regulated by PCD. *LOS2 *was also down-regulated during PCD in *A. thaliana*. Presuming functional conservation of *PLD-delta *among rice, barley and *Arabidopsis*, it is possible that decreased expression of *PLD-delta *makes rice roots more susceptible to cell death. The decreased expression of *LOS2 *and *PLD-delta *under salt stress is likely to make rice more sensitive to stress. In contrast, both these genes are induced in barley, potentially enabling the plant to ameliorate H_2_O_2_-mediated PCD-like conditions and improving stress tolerance.

Interestingly, there were no prominent gene clusters in rice and barley that had conserved expression patterns; however the cluster analysis described here primarily serves the purpose of a broad overview and lacks statistical robustness. Therefore, it is necessary to further examine the absence of conserved expression patterns between rice and barley by adopting a more statistically stringent differential expression analysis.

### Differential expression of rice and barley genes in response to salinity stress

Rice and barley data were analyzed separately to identify genes that are differentially expressed in response to salinity stress. The present work focuses only on comparing the response of rice and barley to stress. The response of rice or barley was defined to include genes which are commonly up-or down-regulated in both the genotypes of rice or barley (Figure 1C; comparisons 1 and 2 for rice and 4 and 5 for barley). Although genotypic comparisons within a species are important to understand expression level variation, we decided to focus on only the salt-stress responsive genes for the present work.

For calling differentially expressed genes in response to salinity, a threshold of 10% FDR in Statistical Analysis of Microarray (SAM) was used. The data preprocessing and statistical analysis is detailed in the Materials and Methods section. 

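In FL478, 97 of 57258 probe sets changed under salt, 28 higher and 69 lower, with log2 changes of up to 4.05 and down to -3.81. Among the largest rises, a dihydroflavonol-4-reductase (LOC_Os09g09230), an enzyme of flavonoid synthesis, rose by 2.23 (SE 0.26, adjusted p = 0.0571), and peroxidase 52 (LOC_Os06g35480), a secreted class III peroxidase, by 1.89 (SE 0.32, adjusted p = 0.0927). The largest falls included the esterase PIR7B (LOC_Os01g70850), whose mean signal went from 2705 to 223 intensity units (-3.40, SE 0.27, adjusted p = 0.00955, the smallest in FL478). A pathogenesis-related protein of the PR-1 type (LOC_Os07g03467) fell by 3.03 (SE 0.44, adjusted p = 0.0694), a cytochrome P450 72A1 (LOC_Os01g43774) by 2.94 (SE 0.47, adjusted p = 0.0806) and the ABA-induced membrane protein PM19 (LOC_Os05g31670) by 2.95 (SE 0.47, adjusted p = 0.0806).
In IR29, 3 probe sets passed, 1 higher and 2 lower. The count was 80 with values under 32 set to 32, 49 without the second IR29 control array, 25 with an intensity trend and robust variance, and 0 with replicates as a block. A probe set without an annotated gene rose by 2.60 (SE 0.23, adjusted p = 0.0261), with a value of 0.11 (SE 0.20) in FL478. The ethylene-responsive transcription factor of LOC_Os03g22170 fell by 2.68 (SE 0.28, adjusted p = 0.0745). An aspartic endopeptidase (LOC_Os10g39360) fell by 2.27 (SE 0.25, adjusted p = 0.0807). At an unadjusted p under 0.05 there were 5136 probe sets in FL478 (8.97%) and 3540 in IR29 (6.18%). No probe set passed limma's test of the difference between genotypes, for which the unadjusted count was 2596, so a call in either genotype alone does not show that the genotypes differ. In that test 41 passed with values under 32 set to 32, 18 without the second IR29 control array and 3 among probe sets above the median level. All called probe sets had salt and control arrays that did not overlap, which a call at this threshold on the same arrays makes likely. Of all probe sets this held for 14.0% in FL478 (10% by chance) and 21.4% in IR29 (20% by chance). Of the 97 in FL478, 68 were also among the probe sets the paper lists for FL478 in the same direction, and 24 were in none of its rice lists.
The FL478 count was 1, 7 and 1 without each of its control arrays in turn, and limma called 0 in either genotype with the GAPDH 3' to 5' ratio as a covariate, a setting chosen after seeing the data. A two-class SAM, the test that the paper names, was coded anew and run on the deposited values of each genotype. With it 30 passed in FL478 and 1 in IR29.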

The number of probe sets identified by this statistical analysis for each genotype is listed in Table 1. The complete lists of differentially expressed genes for rice and barley are provided [see Additional files 9, 10, 11, 12, 13, 14, 15 and 16]. Fifty-eight probe sets were found to be commonly induced between the rice genotypes and 60 probe sets were repressed in both rice genotypes. 

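The ethylene-responsive transcription factor-like gene LOC_Os03g22170, on chromosome 3, was the 1 probe set past limma's threshold in the same direction in both genotypes. Its signal fell from 7440.5 ± 1192 to 2164 ± 639 intensity units in FL478 (SD, n = 3 arrays each) and from 4484 ± 1476 (SD, n = 2) to 659 ± 91.7 (SD, n = 3) in IR29. Its log2 change in FL478 was -1.79 (SE 0.25). If probe sets and the calls of the genotypes were independent, 0.00241 such overlaps would be due among the lower probe sets (Fisher's exact test, one-sided p = 0.00241). Neither holds, since probe sets are not independent replicates and both calls use the same estimate of each probe set's spread. The p also rests on 1 probe set, so no conclusion is drawn from it. No probe set passed as higher in both. Without each FL478 control array in turn limma called 0 in both.
Of 57 probe sets that the paper's tables list as induced in both genotypes, all were higher under salt in both here, with median log2 changes of 1.00 in FL478 and 0.91 in IR29. Of these, 14 passed over all probe sets in FL478 and 0 in IR29, where 53 had an unadjusted p under 0.05 from limma. Adjusted over the list alone, 57 passed in FL478 and 55 in IR29. Of 59 listed as repressed in both, all were lower in both, with medians of -1.29 and -1.03, and 20 passed in FL478 and 2 in IR29 (59 and 57 when adjusted over the list alone). These lists were drawn up on the same arrays and are not independent evidence of the direction.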

In barley, the overlap between up-regulated and down-regulated probe sets was 250 and 179 respectively. Therefore, the conservation of expression responses was higher between barley genotypes than between rice. The barley genotypes, GP and MT are estimated to be more closely related than the rice genotypes IR29 and FL478. The number of differentially expressed genes in barley is likely to be an under-estimate because the barley array does not represent the complete genome.

**Table 1:** Number of probe sets differentially expressed in rice and barley

	**IR29**	**Os_common_**	**FL478**	**GP**	**Hv_common_**	**MT**
**up-reg**.	652	58	239	624	250	436

**down-reg**.	443	60	337	444	179	337

Differentially expressed genes were identified using 10% false discovery rate (FDR) cut-off

### Biological features extracted from GO analysis

We obtained the functional categorization of the differentially expressed genes for rice and barley in response to salinity stress. The GO analysis was performed separately for up-regulated and down-regulated genes for each genotype of rice and barley using the best BLASTX hit based *Arabidopsis *orthologs [see Additional files 17, 18, 19, 20, 21, 22, 23 and 24]. Three major GO sub-categories which predominantly highlighted interesting differences between rice and barley and/or between salt-tolerant and salt-sensitive genotypes are displayed in Figure 3. The figure shows two separate cluster branches color-coded red and blue. The red cluster represents genes involved in energy-related biological processes such as glycolysis, TCA pathway, and energy-generation among others. The most striking feature of this cluster is that the gene set down-regulated in IR29 in response to salt stress has a large number of genes associated with energy-related processes. 

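Of 46 probe sets of the energy category that the paper lists as down-regulated in IR29, all were lower under salt in IR29, with a median log2 change of -0.63. They include 20 of glycolysis and gluconeogenesis (median -0.75), 4 of the TCA pathway (-0.86), 15 of electron transport (-0.45) and 7 of respiration (-0.72). Cytosolic glucose-6-phosphate isomerase (LOC4340677), an early enzyme of glycolysis, had a log2 change of -0.74 (SE 0.22, adjusted p = 0.57 from limma). The flavoprotein subunit of succinate dehydrogenase, which links the TCA cycle to the respiratory chain, had -1.03 (SE 0.19, adjusted p = 0.334), and subunit Vb of cytochrome c oxidase, the last enzyme of that chain, -0.72 (SE 0.17, adjusted p = 0.431). The largest value was that of an L-lactate dehydrogenase (LOC_Os06g01590), which ferments pyruvate to lactate, at -3.57 (SE 0.77, adjusted p = 0.397). Its signal was 7519 ± 4633 intensity units in the control (SD, n = 2) and 568 ± 207 under salt (SD, n = 3). Of the 46, 8 encode vacuolar ATP synthase subunits, which use ATP to pump protons, with a median of -0.44, against -0.67 for the other 38. Over all probe sets limma called 0 of the 46 in IR29, while 35 had an unadjusted p under 0.05 and 44 passed when adjusted over the list alone. The list was chosen by the study on these arrays, so its direction is not independent evidence.
A list of 20 glycolysis genes taken from gene symbols, and so not chosen on these arrays, was lower in IR29 relative to other genes, with 15 of 20 lower and a median of -0.16 (camera, adjusted p = 0.00743, and adjusted p = 0.898 with an estimated correlation). It holds 7 hexokinases, which phosphorylate glucose, and also the protein kinase CIPK14, whose synonym PK3 matched the pattern. The adjusted p was 0.279 without the second IR29 control array and 0.11 without the third IR29 salt array.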

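Alternative oxidase, which passes electrons to oxygen without pumping protons, is the best Arabidopsis match of the rice probe set for LOC_Os04g51160, described in the paper's table as a transposon protein. It fell by 3.11 on the log2 scale in FL478 (SE 0.46, adjusted p = 0.0699 from limma), and its value in IR29 was -1.03 (SE 0.51, adjusted p = 0.845). A rotenone-insensitive NADH-ubiquinone oxidoreductase (LOC4343616), another bypass of the respiratory chain, had -1.81 in FL478 (SE 0.42, adjusted p = 0.208) and -0.63 in IR29. With adenylate kinase A (-0.84 in FL478 and -0.94 in IR29), these are the 3 respiration probe sets of the paper's list for FL478. Adenylate kinase and the last pair of the TCA probe sets that follow were chosen after their values were seen. The 3 TCA probe sets were a mitochondrial isocitrate dehydrogenase subunit (-0.88 in FL478 and -0.57 in IR29), a probe set described as 3-isopropylmalate dehydrogenase (-0.88 and -0.82) and a phosphoenolpyruvate carboxylase, which refills the cycle with oxaloacetate (-1.20 and -0.96). All 10 energy probe sets of the list were lower in both genotypes, with a median of -0.96 in FL478 and -0.77 in IR29, and 1 passed in FL478 over all probe sets (10 when adjusted over the list alone). The study selected them on the FL478 arrays, so their direction there is not independent evidence. In IR29 the same holds for any of them that the paper also lists for that genotype.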

Further, in FL478 the subcategories of TCA pathway and respiration are also over-represented in the down-regulated gene set. However, the barley genotypes GP and MT do not exhibit any notable decrease in energy generation and related processes in response to stress. This analysis indicates that energy generation related processes are more repressed in salt-sensitive rice compared to tolerant rice. 

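Most energy genes listed for IR29 were lower in FL478 as well. Of the 46 probe sets, 44 were lower in FL478, with a median log2 change of -0.37, and 40 had the more negative change in IR29. Those 46 were chosen because they were low in IR29. Among the 10 energy probe sets listed for FL478, 1 had the more negative change in IR29. Lactate dehydrogenase had a log2 change of -2.01 in FL478 (SE 0.68, adjusted p = 0.404 from limma), and the difference between genotypes was -1.56 (SE 1.03, adjusted p = 1.00). Over all probe sets and over the list alone, limma's interaction test called 0 of the 46. The 20 glycolysis genes not chosen on these arrays had a median of -0.05 in FL478, with 12 lower (camera, adjusted p = 0.473), and their difference between genotypes had an adjusted p of 0.249. The paper reads its analysis of functional categories in Figure 3 as pointing to a stronger repression of these processes in the sensitive than in the tolerant rice.

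**Figure D2:**
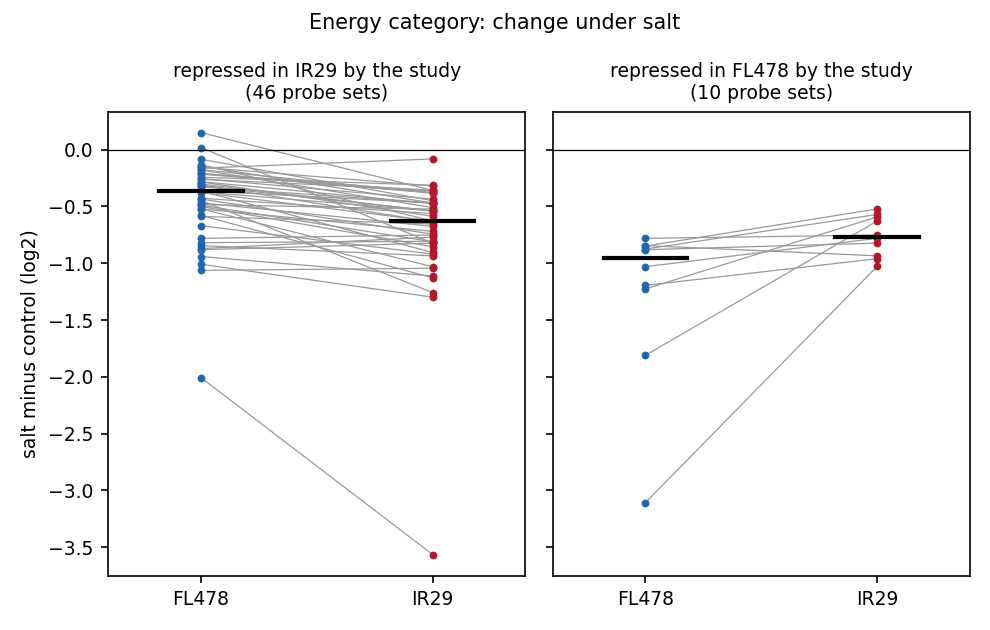
Log2 change by salt (salt minus control, y axis) of energy probe sets in FL478 and IR29 (x axis), each point a probe set and each line joining its values in both genotypes. The thick bars are medians. The left panel holds the 46 probe sets that the paper lists as repressed in IR29, with medians of -0.37 and -0.63, and the right panel the 10 listed as repressed in FL478, with medians of -0.96 and -0.77.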

Further, these processes did not exhibit a transcriptional repression in barley roots indicating that energy generation pathways are more sensitive to salt stress in rice than barley.

**Figure 3:**
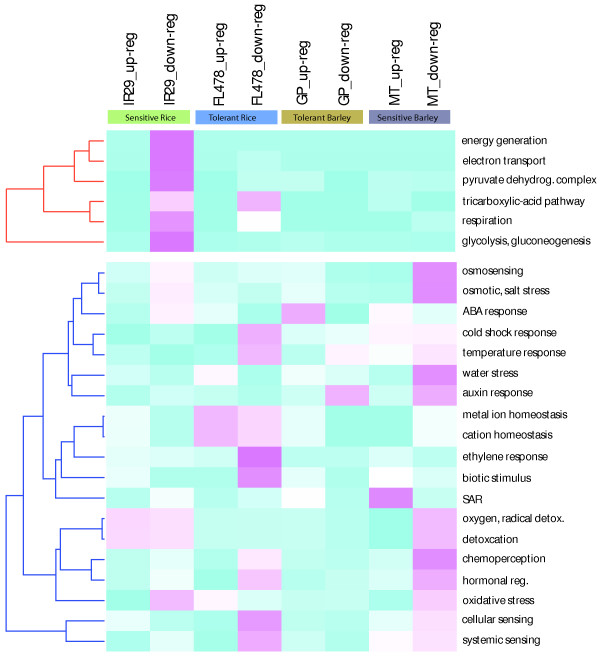
**Gene ontology (GO) analysis of genes differentially expressed in rice and barley**. The cluster colored with red branch represents the energy related GO sub-category. The blue branch represents two sub-categories cell rescue, defense and virulence, and interaction with environment. The clusters were obtained using the FunCat (MIPS) p-values for enrichment in a given gene set. The heat map was generated using -log (p-value) in R (heatmap). Blue color represents higher p-value hence less significant enrichment and magenta color represents higher enrichment (lower p-value). All p-values for enrichment were derived based on enrichment relative to whole genome gene sets.

The blue cluster in Figure 3 includes selected sub-categories related to environmental stress response. In this cluster, a noteworthy distinction among tolerant and sensitive genotypes is that, in both rice and barley sensitive genotypes, a more significant proportion of the genes related to osmosensing and salt stress are down-regulated. 

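In the osmosensing and response category, 8 probe sets of the paper's list for IR29 were lower under salt in IR29, with a median log2 change of -0.67, and all 8 were lower in FL478 too (median -0.36). They include an RD22-like BURP domain gene (LOC_Os05g12640, OsBURP2), at -4.17 in IR29 (SE 1.03, adjusted p = 0.461 from limma). Its size in IR29 rests on 2 control arrays that differed widely, and it was -2.38 without the first and -5.96 without the second. An annexin RJ4, a calcium-dependent membrane-binding protein (LOC_Os05g31750), had -1.14 (SE 0.26, adjusted p = 0.417), and SAPK3, a kinase of osmotic stress and ABA signalling, -0.44 (SE 0.15, adjusted p = 0.658). Both were chosen after their values were seen. The 4 probe sets of this category in the paper's list for FL478 had a median of -0.82 in FL478, while 2 of them were higher in IR29. A wall-associated receptor kinase, OsWAK60 (LOC_Os04g30240), also picked after its values were seen, had -1.86 in FL478 (SE 0.33, adjusted p = 0.11) and -0.28 in IR29. Limma called 0 of the 8 in IR29 and 0 of the 4 in FL478 over all probe sets. Both groups were selected by the study on these arrays. Of 13 genes of water deficit and ABA response taken from gene symbols, 9 were lower in IR29 (camera, adjusted p = 0.817) and 6 in FL478 (adjusted p = 0.966).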

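A metallothionein gene, whose product binds metals, rose in FL478. Both probe sets of LOC_Os01g10400, whose best Arabidopsis match is a metallothionein, passed in FL478, at 1.37 (SE 0.16, adjusted p = 0.0571) and 1.56 (SE 0.23, adjusted p = 0.0694) on the log2 scale, with values of 1.00 and 1.28 in IR29. The iron store ferritin-1 had 0.96 (SE 0.24) and 0.67 (SE 0.26) by its 2 probe sets in FL478, neither past the threshold, and 0.56 and 0.19 in IR29. All 5 probe sets that the paper lists for FL478 as induced in metal ion homeostasis were higher in both genotypes. The 3 it lists as repressed were lower in both. They are the metal transporter Nramp6 (-1.67 in FL478 and -0.72 in IR29), a zinc transporter 10 (-1.20 and -2.70) and a CCC1 family protein (-1.25 and -0.37). None of these 3 passed. All 8 were selected by the study on these arrays, and those named here, apart from the second probe set of LOC_Os01g10400, were chosen after their values were seen.
In a list of 44 metal homeostasis genes taken from gene symbols, 28 were lower in FL478, with a median of -0.11, and the list fell relative to other genes (camera, adjusted p = 0.0129, and adjusted p = 0.797 with an estimated correlation). The copper-transporting ATPase HMA5, which loads copper into the xylem, passed in FL478 (-1.35, SE 0.17, adjusted p = 0.0661) and had -0.74 in IR29 (SE 0.19, adjusted p = 0.486). All 3 HMA genes and 9 of 15 YSL transporters of metal complexes were lower in FL478, while 5 of 7 metallothioneins were higher. In IR29 the list had 26 of 44 lower (adjusted p = 0.231), and the difference between genotypes had an adjusted p of 0.249. The call in FL478 was lost without its first salt array (adjusted p = 0.157) and without its second (adjusted p = 0.0969).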

The differentially regulated genes in the tolerant rice FL478 are highly enriched for genes involved in metal and cation homeostasis. 

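Class III peroxidases, secreted enzymes that use hydrogen peroxide in the cell wall, were among the oxygen and radical detoxification probe sets, and they went both ways. In FL478, peroxidase 2 (LOC_Os03g22010) rose by 1.56 (SE 0.25, adjusted p = 0.0806 from limma) and had 1.23 in IR29 (SE 0.28, adjusted p = 0.414). Peroxidase 43 (LOC_Os11g10460) fell by 1.03 in FL478 (SE 0.16, adjusted p = 0.078) and had -0.07 in IR29 (SE 0.18). The glutathione S-transferase GSTU6 of LOC_Os10g38495, which conjugates glutathione to toxic compounds, fell by 1.75 in FL478 (SE 0.28, adjusted p = 0.0821) and had -0.02 in IR29 (SE 0.31).
The paper's lists of repressed probe sets hold 16 of this category for IR29 and 9 for FL478. The 16 had a median of -0.80 in IR29 and -0.45 in FL478, and all were lower in both genotypes. Limma called 0 of them in IR29 over all probe sets and 12 when adjusted over the list alone. Superoxide dismutase 2, which turns superoxide into hydrogen peroxide, had -0.66 in IR29 (SE 0.24, adjusted p = 0.686). The 9 had a median of -1.66 in FL478 and -0.17 in IR29, and 2 passed in FL478, peroxidase 43 and GSTU6. No interaction passed over all probe sets, and 3 of the 9 passed when adjusted over the list alone. Among induced probe sets the paper lists 17 for IR29 and 9 for FL478. These were chosen by the study on the same arrays. Of 7 reactive oxygen scavenging genes taken from gene symbols, 3 were lower in IR29 (camera, adjusted p = 0.817) and 2 in FL478 (adjusted p = 0.772). The median of this list in IR29 changed sign between scalings.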

A higher number of genes associated with oxygen radical detoxification are repressed in sensitive genotypes IR29 and MT. Plants activate detoxification genes to counter highly reactive and damaging species generated during oxidative stress. Reduced expression of detoxification associated genes in sensitive genotypes may distinguish the tolerant genotypes from their sensitive counterparts across species.

In addition to the categories represented on the heat map, some additional conspicuous subcategories were found. Genes mapping to the GO category pertaining to cell wall biogenesis showed a inverse response between rice and barley. Several genes in this category were repressed in barley. The situation was different for rice genotypes. 

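Of 24 probe sets that the paper's rice tables describe as enzymes and proteins of cell wall synthesis and loosening, 16 were higher under salt in FL478 and 17 in IR29. XTH24, a xyloglucan endotransglucosylase/hydrolase, rose by 1.35 on the log2 scale in FL478 (SE 0.23, adjusted p = 0.0987 from limma) and had 1.39 in IR29 (SE 0.26, adjusted p = 0.334). Alpha-expansin 15 (LOC_Os03g06060), which lets walls extend, rose by 1.76 in FL478 (SE 0.30, adjusted p = 0.0975) and had 1.45 in IR29 (SE 0.33, adjusted p = 0.417). Beta-expansin 2 (LOC4338206) had 0.73 in FL478 (SE 0.28, adjusted p = 0.469) and 1.29 in IR29 (SE 0.31, adjusted p = 0.442). XTH23, of the same family as XTH24, went the other way, with -1.07 in FL478 and -0.89 in IR29.
The paper's tables have 2 cell wall categories. The larger holds 19 induced probe sets for FL478 and 31 for IR29. The 19 had medians of 0.82 in FL478 and 0.49 in IR29, with 1 past the threshold in FL478. The 31 had medians of 0.73 in IR29 and 0.71 in FL478, where 28 were higher and 2 passed. On the repressed side it holds 9 for FL478, of which 5 passed, with a median of -1.91, and 7 for IR29. The smaller holds 11 induced for FL478 (median 0.73) and 24 for IR29 (median 0.80), and 7 repressed for FL478, of which 4 passed, with a median of -1.15, and 6 for IR29. The 5 that passed in the larger include a gamma-thionin, a small antimicrobial protein, at -2.20 and a glucan 1,3-beta-glucosidase at -2.03, which were chosen after their values were seen. All these lists come from the study's own calls on these arrays. Of 61 primary cell wall genes taken from gene symbols, 44 were higher in FL478, with a median of 0.16 (camera, adjusted p = 0.196), and 33 in IR29, with a median of 0.05 (adjusted p = 0.835). This list includes pectin methylesterase inhibitors such as PMEI8 (1.10 in FL478 and -0.08 in IR29), which hold back an enzyme of wall remodelling.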

The rice cell wall biogenesis category was very highly enriched in up-regulated genes but not many of the cell wall genes were down-regulated. The contrasting response between the rice and barley in the context of cell wall biogenesis is surprising considering that high salt levels in and around the roots are expected to retard growth and associated cell wall biogenesis activities in the root tissue.

### Comparing the transcriptional responses of rice and barley

Using the genes identified by differential expression analysis, we next sought to determine the degree to which the response of rice-barley orthologous pairs is shared on exposure to salt stress. For this analysis gene sets which are commonly regulated by both genotypes of rice and barley were used (Table 1). The response to salt stress as identified by differential expression analysis is highly divergent between rice and barley. Only a single gene Os05g13940 (a plasma-membrane linker protein) was found to be induced in both rice and barley. 

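Os05g13940 (LOC_Os05g13940, chromosome 5, 5' end at position 7727609) is described in the paper's tables as an early nodulin 75 protein, and 5 probe sets measure it. All were higher under salt in both genotypes, with log2 changes of 0.51 to 0.87 in FL478 and 0.34 to 0.74 in IR29. In IR29 a pair of them rests on the second control array, without which their changes were 0.03 and -0.04. The largest value in FL478 was 0.87 (SE 0.22, adjusted p = 0.228 from limma), with signals of 6199 ± 1726 intensity units in the control and 11184 ± 1447 under salt (SD, n = 3 arrays each). In IR29 the same probe set had 0.56 (SE 0.24, adjusted p = 0.79), with 2724 ± 199 in the control (SD, n = 2) and 4054 ± 662 under salt (SD, n = 3). None of the 5 passed in either genotype. The smallest adjusted p was 0.228 in FL478 and 0.621 in IR29.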

Four genes were commonly repressed in response to salt stress in both species.

These comparisons indicate that commonality between the two species at the transcription level is sparse at the threshold levels used in the current analysis for identifying salt responsive genes. The results however are consistent if viewed in context of the identified conserved responses between the genotypic pairs of both rice and barley. For instance only 24% of the genes induced in FL478 are shared with those induced in IR29 while only 17% of the genes repressed in FL478 are also regulated similarly by IR29. These numbers are unexpectedly low considering that IR29 and FL478 share at least half their genomic content because FL478 is an F2-derived RIL. 

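The salt responses of both genotypes ran largely the same way for the genes that changed in FL478. Of the 97 probe sets called there, 88 had the same direction in IR29. The 69 that fell in FL478 had a median log2 change of -1.55 in FL478 and -0.66 in IR29, where 61 were lower. The 28 that rose had 1.36 and 0.84, with 27 higher in IR29. Of the probe sets that the paper lists for FL478 alone, 245 of 277 repressed and 164 of 181 induced had the same direction in IR29, and 0 of either passed limma's test of the difference between genotypes over all probe sets, with 21 and 0 when adjusted over the list alone. The study chose these lists on the FL478 arrays, so their direction there, and a test that includes it, are not independent evidence. Their direction in IR29 comes from other arrays. Its share was not tested, since probe sets are not independent replicates.
Over all 57258 probe sets, 56.9% had a log2 change of the same sign in both genotypes, as had 71.7% of those at an unadjusted p under 0.05 in FL478. The log2 changes of the genotypes correlated at r = 0.229 across probe sets (Spearman rho 0.189), and at 0.376 among probe sets above the median level. Probe sets are not independent replicates. Reassigning the arrays to control and salt within each genotype gave a correlation as high in 0.03 of 200 reassignments (exact permutation test, one-sided, smallest possible p = 0.005). With the GAPDH 3' to 5' ratio as a covariate the correlation was 0.422, where shared estimation error of the covariate alone gives 0.37.

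**Figure D3:**
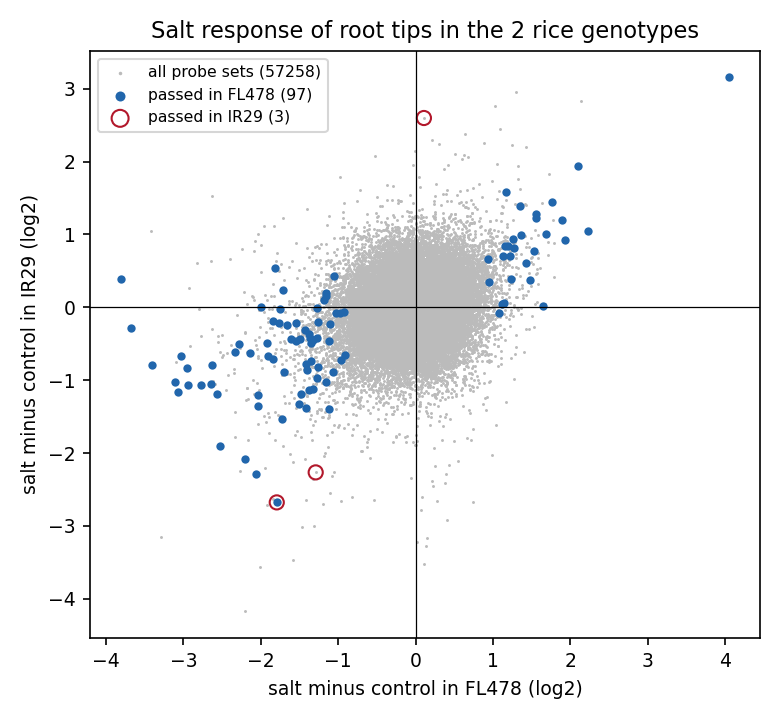
Log2 change by salt in FL478 (x axis) against that in IR29 (y axis), each point a probe set (57258). Blue points passed in FL478 (97), and red circles in IR29 (3). Of the blue points, 88 lie in the quadrants where both changes have the same sign.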

The genotypic pair in barley is relatively more similar since GP and MT are known to differ at few haploblocks [20]. This higher genetic similarity may potentially explain the higher conservation observed between GP and MT. More than 50% of the genes up-regulated or down-regulated in GP are also similarly regulated in MT. Our analyses indicate an unexpectedly divergent response of barley and rice to salt stress. The observed divergence, as measured by differentially responsive orthologs, is consistent with the degree of genetic dissimilarity ascertained qualitatively.

### Salt-stress regulated transcriptome of wheat

To increase the power and generality of our comparative analysis approach, public databases were searched to find gene expression datasets of salt stress responses in other plant species. We selected a dataset generated for wheat roots response during salt stress using the Affymetrix Wheat Array [25]. These particular wheat data were generated using the same platform technology as with the rice and barley data. Therefore, the preprocessing and analysis of the wheat transcriptome data were performed using the same statistical protocols. This minimized introducing additional bias due to differences in the preprocessing (normalization and background correction) and differential expression analysis. The root tissue for the wheat data was collected from developmentally comparable plants but was exposed to higher salinity levels in case of stressed plants. Another important difference is that the wheat data were collected from the whole root tissue while the rice and barley data were generated from root tips. While a difference in stress levels and the tissue sampling are likely to result in gene expression changes, the comparisons can yield useful information.

The statistical analysis performed identified 1174 probe sets that were induced in response to salt stress. Based on best BLASTX hit criteria that was used previously for barley, these probe sets matched 583 unique rice loci. A total of 1304 probe sets were repressed under stress conditions in wheat. The down-regulated wheat probe sets corresponded to 784 rice loci. The unique rice loci filtered from the two wheat gene sets were used to make the interspecific comparisons. Twenty percent of the genes that are induced in barley (both GP and MT) were found to be induced in wheat. Similarly, a significant portion (34%) of the genes down-regulated in barley, were also down-regulated in wheat roots in response to salt stress. In striking contrast, less than 5% of the differentially expressed genes were shared between wheat and rice gene sets responding to salt stress. It is pertinent to note that conserved responses indicated by our comparison are likely underestimated as only the best BLASTX match rice loci were used for the analysis.

Regardless, the analysis clearly indicates that expression level response to high salt levels is conserved to a significant degree between wheat and barley but is highly diverged in rice. Interestingly, the expression divergence among rice, barley and wheat qualitatively correlates with evolutionary distance among these grass species. Rice and wheat diverged from a common ancestor ~46 million years ago (mya) [26] and one estimate of wheat and barley divergence indicates 11–15 mya [27]. Therefore sequence-based estimates separate rice and barley lineage by more than 40 million years. The observations herein are consistent with those reported for a comparative primate study. The primate study involved a comparison of expression profiles of multiple tissues among human, chimpanzee and macaque. The analysis revealed a higher expression-level similarity between human and chimpanzee than when either one was compared to evolutionarily distant macaque [4].

To ascertain if salt-sensitive rice has responses that are directly opposite to those of tolerant barley and wheat, we searched for genes which are up-regulated in rice but down-regulated in either barley or wheat. We identified six genes which were up-regulated in rice (both FL478 and IR29) and down-regulated in wheat. Similar comparison with barley identified four such genes. 

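RD22 is a BURP domain protein that responds to dehydration in Arabidopsis. The rice probe set of OsBURP10 (LOC_Os06g17000, chromosome 6, 5' end at position 9862939) rose in FL478. Its log2 change was 4.05 (SE 0.60, adjusted p = 0.07 from limma's moderated test), with signals of 40.9 ± 59.1 intensity units in the control and 1159 ± 719 under salt (SD, n = 3 arrays each). In IR29 its change was 3.16 (SE 0.67, adjusted p = 0.397), with signals of 168 ± 8.20 (SD, n = 2) and 1756 ± 235 (SD, n = 3). The responses of the genotypes differed by -0.90 (SE 0.900, adjusted p = 1.00). The change in FL478 kept its direction under all alternatives. A pair of its FL478 control arrays read 7.9 and 5.7 units, under the offset of 32, so the size of the change depends on the offset. Its call was lost with values under 32 set to 32, at an adjusted p under 0.05, with limma or SAM on FL478 alone, with the GAPDH ratio as a covariate, and without any FL478 control array, the second or the third FL478 salt array, either IR29 control array or the first IR29 salt array. SAM on IR29 alone called it as higher there. A second rice gene with the same best Arabidopsis match, OsBURP2 on chromosome 5, was lower under salt in both. Its signal was 10696 ± 4726 intensity units in the control and 3073 ± 3024 under salt in FL478 (SD, n = 3 arrays each), a log2 change of -2.20 (SE 0.92, adjusted p = 0.519 from limma). In IR29 it was 3209 ± 3878 (SD, n = 2) and 70.7 ± 45.6 (SD, n = 3).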

One of the two genes up-regulated in rice and down-regulated in both barley and wheat is *RESPONSE TO DESSICATION 22 *(*RD22*). Another gene is *ZRP4*, an O-methyltransferase originally identified in maize as a developmentally regulated gene strongly expressed in root endodermis [28]. 

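The paper's rice tables describe 5 probe sets as O-methyltransferase ZRP4, from 5 loci, and they went in both directions. The probe set of LOC_Os11g12760 on chromosome 11 rose in FL478 from 80.9 ± 43.5 to 383 ± 88.5 intensity units (SD, n = 3 arrays each), a log2 change of 1.93 (SE 0.30, adjusted p = 0.078 from limma). In IR29 it had 232 ± 15.8 in the control (SD, n = 2) and 487 ± 171 under salt (SD, n = 3), a change of 0.93 (SE 0.34, adjusted p = 0.694). The probe set of LOC_Os12g25490 on chromosome 12 fell in FL478 from 682 ± 103 to 76.2 ± 39.3 units (SD, n = 3 arrays each), a log2 change of -2.78 (SE 0.31, adjusted p = 0.0554). In IR29 it had -1.06 (SE 0.34, adjusted p = 0.621). The other probe sets did not pass, with 0.93 and 0.76 for LOC_Os11g20090 and LOC_Os05g43940 in FL478 and 0.48 and 0.97 in IR29. LOC_Os11g20080 had -0.40 in FL478 and -0.89 in IR29. Without 1 array the 0.48 was as low as 0.29, the 0.97 as low as 0.61, and the -0.40 came to -0.22. None of the 5 passed the test of the difference between genotypes. The rise at LOC_Os11g12760 was no longer called with values under 32 set to 32, with the replicate number as a block, with the GAPDH ratio as a covariate, at an adjusted p under 0.05, with limma or SAM on FL478 alone, or without any array apart from the third IR29 salt array. The fall at LOC_Os12g25490 was no longer called with that covariate, at an adjusted p under 0.05, with limma on FL478 alone, or without any FL478 control array or the second FL478 salt array, while SAM on FL478 alone called it.

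**Figure D4:**
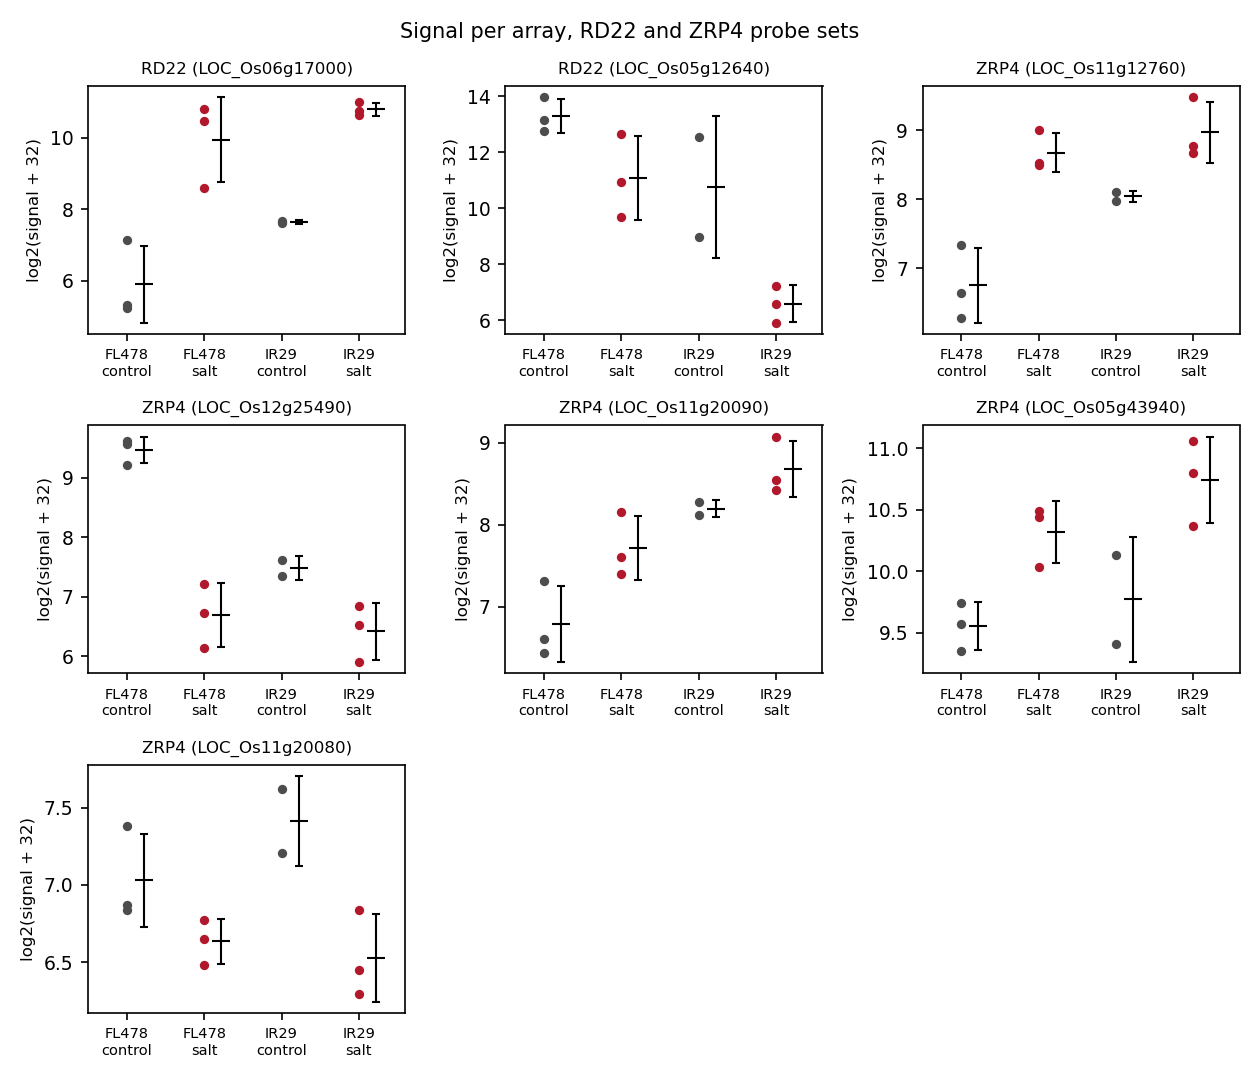
Signal per array of the rice probe sets given for RD22 and ZRP4 on the y axis, as log2 of signal plus 32, by group on the x axis (3 arrays per group, 2 for IR29 control). Points are arrays, and the bars beside them are the mean ± SD. The y axes do not start at 0. The salt arrays of the RD22 probe set of LOC_Os06g17000 lie above its control arrays in both genotypes, and those of the ZRP4 probe set of LOC_Os12g25490 under them.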

The number of genes identified using the commonly regulated gene set for each species yielded very few genes with opposite response to salinity in roots. The scenario however, was surprisingly different when genes induced in IR29 were compared to genes repressed in wheat. Twenty nine genes were found to fulfill the criterion. No genes were found to be down-regulated in IR29 but activated in wheat. 

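Chalcone synthase, the entry enzyme of flavonoid synthesis (LOC_Os11g32650), had a signal of 233 ± 65.3 intensity units in IR29 control (SD, n = 2) and 571 ± 156 in IR29 salt (SD, n = 3), a log2 change of 1.17 (SE 0.29, adjusted p = 0.459 from limma). In FL478 its change was -0.44 (SE 0.26, adjusted p = 0.677), and the difference between genotypes was 1.62 (SE 0.39, adjusted p = 0.951). Nitrate reductase, which reduces nitrate to nitrite, had 1.49 in IR29 (SE 0.50, adjusted p = 0.638) and 1.06 in FL478 by the probe set of LOC_Os02g53130. The value in IR29 rests on its second control array, at 350.0 units against 1597 in the first, and without it the change was 0.44. By that of LOC_Os08g36480 it had 0.66 in IR29 (0.43 without the second control array) and 0.05 in FL478 (-0.06 to 0.15 without 1 array). The rice match of CBF1, a transcription factor of the cold response (LOC_Os09g35030), had 0.79 in IR29 (SE 0.78, adjusted p = 0.967) and -0.39 in FL478. Without 1 array these ran from 0.36 to 1.21 in IR29 and from -0.98 to 0.35 in FL478. Flavonoid 3'-monooxygenase, the enzyme encoded by TT7, had 0.70 in IR29 and 0.51 in FL478 (0.27 without the third FL478 salt array) by LOC_Os10g16974. By LOC_Os09g26960 it had -0.82 in IR29 and -1.33 in FL478. None of these probe sets passed in either genotype.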

The 29 genes identified included several known key regulators of plants such as *NITRATE REDUCTASE 1 *(*NIA1*), *CBF1*, and two genes encoding for enzymes from flavonoid pathway *TRANSPARENT TESTA 7 *(*TT7*) and *CHALCONE SYNTHASE *(*CHS*).

### Salt-stress and root development

During salt stress roots are not only exposed to higher cellular Na^+ ^but are also physically exposed to a high salt environment. In this context it was pertinent to determine how salt-stress regulates genes that are critical for normal root development programs. Identifying these stress-responsive developmental genes can provide insight into how different plant species with varying degree of stress tolerance change their developmental programs to adapt to stress. Several genes were identified which respond to salt stress and are known to determine the root architecture in plants. Some of these genes are represented on the heat map in Figure 4 which displays their relative expression across rice, barley and wheat.

**Figure 4:**
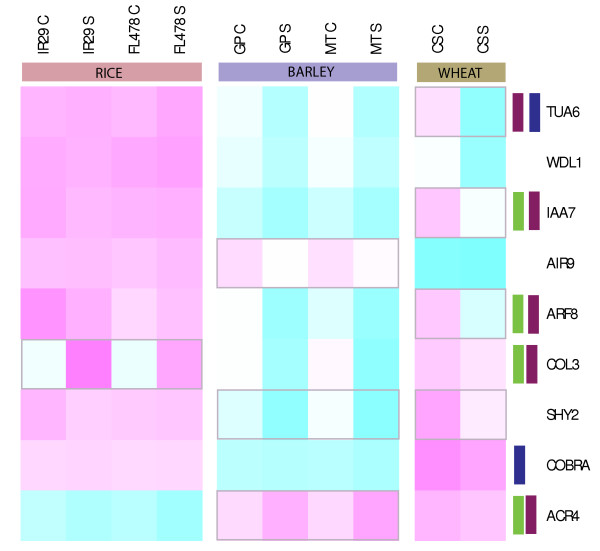
**Expression based clustering of root development genes in rice, barley and wheat**. The heatmap was generated using the mean expression values for the three *Triticeae *members. The pink color represents higher relative expression and the blue color indicates lower expression. Several of the genes are active only at growing points of primary roots and lateral root initiation sites in Arabidopsis thaliana. The highly localized expression domains were determined using cell-type specific microarray data. The green bars indicate columella root cap expression, while the magenta bar represents epidermis and lateral the root cap. The blue bar represents cortex specific expression.

Differential analysis identified *CONSTAN-LIKE 3 *(*COL3*) to be highly induced in rice but repressed in barley and wheat under stress. *COL3 *has been reported to promote lateral root formation [29]. We find it intriguing that *COL3 *and several other genes involved in root development which are expected to be down-regulated in response to salt stress are either unchanged or slightly induced in rice roots. Most of these genes are down-regulated in barley and wheat during salt stress. The information on the salt regulated root-developmental genes was further refined by employing the rich spatial transcriptomic resources that are available for model plant *Arabidopsis*. The expression profiles of the *Arabidopsis *orthologs of these genes were studied by analyzing the cell-type specific data for roots under control and short-term salt stress [30]. Several of the genes identified from rice, barley and wheat analysis have enhanced cell-type specific expression. These genes were primarily expressed in columella root cap (indicated by green bar) and epidermis and lateral root cap (magenta bar) in *Arabidopsis *when each of the cell type was teased apart and assay separately. Both these root tissue types are critical sites for root growth. *Arabidopsis *orthologs of at least three members of the cluster (*COBRA*, *ARF8 *and *TUA6*) are down-regulated in response to salt stress.

Collectively, these data indicate that several of the root development genes that populate the cluster are likely to have high cell-type specificity of expression for root growing points in cereals. These genes are known critical regulators of root growth. 

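COBRA directs the oriented growth of root cells. Its rice match, LOC_Os10g35460, is named COBRA-like 4, and whether that gene has the same role was not tested. Both probe sets of LOC_Os10g35460 were higher under salt in IR29. The log2 changes were 1.54 (SE 0.47, adjusted p = 0.58 from limma) and 1.96 (SE 0.53, adjusted p = 0.512) in IR29, and -0.08 (SE 0.42) and -0.03 (SE 0.48) in FL478. The differences between genotypes were 1.62 and 1.99 (adjusted p = 1.00 for each). The probe set given for ACR4 (LOC_Os03g40100) had -0.51 in FL478 (SE 0.18, adjusted p = 0.417 from limma) and -0.11 in IR29 (SE 0.20). Its Arabidopsis match in the paper's tables is an ACT domain protein. That is not the receptor kinase of the same name, so this may not be the root growth gene meant. ARF8, an auxin response factor, had 0.26 (SE 0.38) in FL478 and -0.10 (SE 0.42) in IR29. The auxin response repressor IAA7 had 0.46 (SE 0.22) and 0.24 (SE 0.24). Both were found by rice symbol or synonym, and may not be the matches of the Arabidopsis genes of those names. Without 1 array ARF8 had 0.00 to 0.65 in FL478 and -0.30 to 0.21 in IR29, and IAA7 0.30 to 0.55 and 0.07 to 0.39. The values near 0 of COBRA in FL478 and of ACR4 in IR29 changed sign without 1 array. None of these passed in either genotype. Other genes of Fig. 4 are not reported here, most of them because they could not be matched to a rice probe set.

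**Figure D5:**
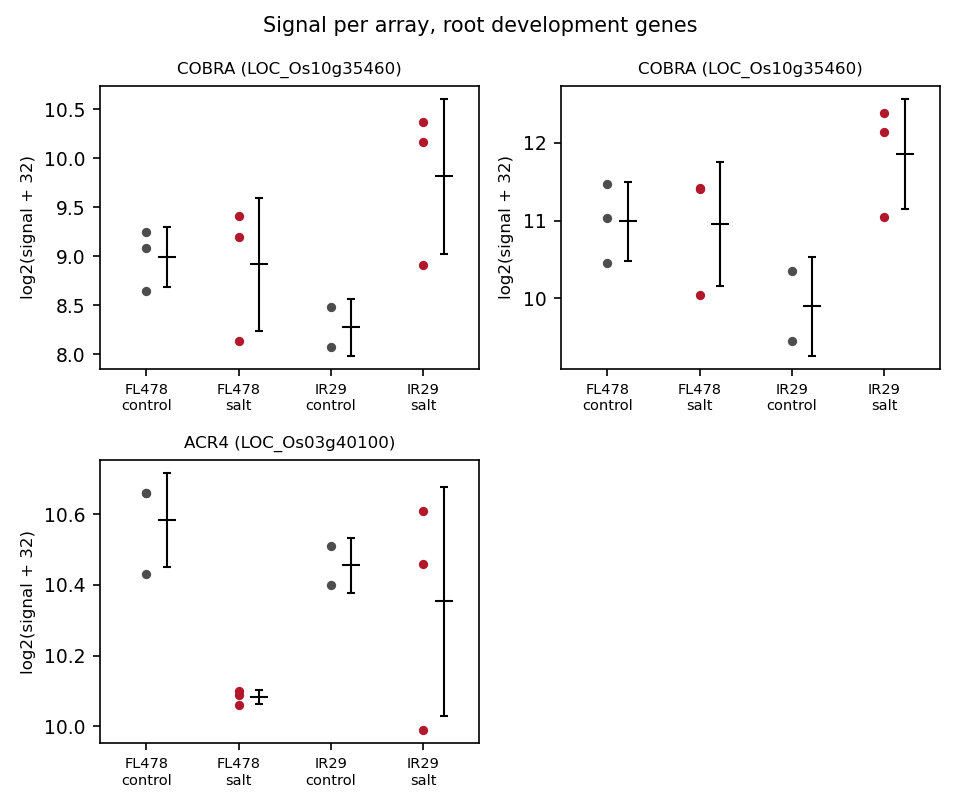
Signal per array of the rice probe sets given for COBRA and ACR4 on the y axis, as log2 of signal plus 32, by group on the x axis (3 arrays per group, 2 for IR29 control). Points are arrays, and the bars beside them are the mean ± SD. The y axes do not start at 0. The means of both COBRA probe sets are higher under salt in IR29, and the salt arrays of the ACR4 probe set lie under its control arrays in FL478.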

In the current analysis they were repressed during salt stress in barley, wheat and *Arabidopsis *but not in rice. This interpretation, although based on a small and selected set of genes, is consistent with the genome-wide observation that transcriptome dynamics in rice roots are highly diverged from those of barley and wheat. This particular response could possibly result if highly sensitive rice is programmed to promote root growth in an attempt to grow away from high salt zone in natural environments. Alternatively, rice roots could continue to grow at the lower salinity levels they were exposed to in the present experiment while the relatively higher stress levels in barley and wheat represses root growth promoting genes.

### Salt stress and auxin regulation in roots

The comparative multi-species transcriptional analysis in the present study identified several key root development regulators which respond differentially between the rice and relatively more tolerant barley and wheat in the presence of high salt. Since auxin is central to root growth and development, data sets supporting the study were further explored for evidence which may link perturbed auxin homeostasis to differential response of developmental genes during salt stress. We found several auxin-related genes to be responsive to salt stress in barley and wheat but only to a limited degree in rice. 

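Of 60 auxin signalling and transport genes taken from gene symbols, limma called 0 in either genotype over all probe sets. Their median log2 change was 0.11 in FL478, with 38 higher, and 0.08 in IR29, with 36 higher. PIN efflux carriers, which set the direction of auxin flow, had lower values, with 5 of 6 genes lower in each genotype and medians of -0.69 in FL478 and -0.49 in IR29. OsPIN5a, the lowest of them, had -1.35 in FL478 (SE 0.46, adjusted p = 0.404) and -1.71 in IR29 (SE 0.52, adjusted p = 0.571). The Aux/IAA repressors had 17 of 26 genes higher in FL478 and 15 in IR29, and the ARF transcription factors 14 of 18 and 13. IAA10 had the highest value of the list in FL478, 0.97 (SE 0.27, adjusted p = 0.293), and 0.44 in IR29. The families were not tested apart from the list. As a whole the list did not move relative to other genes past the threshold (camera, adjusted p = 0.687 in FL478 and 0.835 in IR29), and the difference between genotypes had an adjusted p of 0.736. The auxin-induced protein PCNT115 (LOC_Os04g27060), an aldo-keto reductase outside this list, fell by 2.65 in FL478 (SE 0.44, adjusted p = 0.0927) and had -1.05 in IR29 (SE 0.49).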

The GO analysis also highlighted the fact that gene sets down-regulated in barley in response to salt stress are more enriched in the auxin-related genes than the responsive gene sets in rice (Figure 3). The distinct contrast between rice and barley in the context of root developmental genes and auxin-related genes could be interpreted as either a lack of response or a delayed response of rice when exposed to high salt. This apparent lack of adjustment in root developmental programs upon exposure to salinity could potentially explain the salt-sensitivity of rice relative to barley and wheat.

It is useful and important to also consider the results in a physiological context such as differences in ion transport among the three species. More specifically, the rate of Na^+ ^transport and Na^+ ^concentration likely differs among these three species. In light of this and other ion-transport linked possibilities, the microarray data were reexamined specifically for responses of Na^+ ^transporter encoding genes in the rice genome. The expression of most of the Na^+ ^transporter genes was found to be highly variable across replicates as well as treatments (data not shown). 

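HKT1;5, which retrieves sodium from the xylem in rice roots, had a log2 change of 1.23 (SE 0.76, adjusted p = 0.699 from limma) in FL478 and -0.03 (SE 0.85, adjusted p = 1.00) in IR29. Its signal was 264 ± 323 intensity units in FL478 control and 444 ± 112 in FL478 salt (SD, n = 3 arrays each), so the spread between control arrays was larger than their mean. In IR29 it was 301 ± 233 (SD, n = 2) and 315 ± 266 (SD, n = 3). Without 1 array its change ran from 0.77 to 2.1 in FL478 (2.1 without the third FL478 control array) and from -0.81 to 0.75 in IR29. Its standard errors were the largest of the 26 sodium and potassium transport genes found by symbol in both genotypes. The median standard error of the 26 was 0.228 in FL478 and 0.256 in IR29, against 0.255 and 0.286 over all probe sets. Of the 26, 22 are HAK potassium transporters and 1 is an HKT, so these medians say little of sodium transporters. Each gene of the list is represented by its brightest probe set, while all probe sets include many dim ones, so the medians are not like for like. The inward potassium channel AKT1 had -0.66 in FL478 (SE 0.30, adjusted p = 0.563) and -1.04 in IR29 (SE 0.33, adjusted p = 0.621). The potassium transporter HAK23 had 0.54 in FL478 (SE 0.13, adjusted p = 0.217) and 0.27 in IR29. None of the 26 passed limma's test in either genotype, and 4 had an unadjusted p under 0.05 in each. The list was not lower or higher than other genes past the threshold (camera, adjusted p = 0.636 in FL478 and 0.838 in IR29).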

Similar observations were also made from the barley dataset. The role of ion transporters in overall uptake of ions to the shoot may vary with species. Higher Na^+ ^concentrations in shoot tissue in rice is thought to result from partly from transpirational bypass flow in addition to net Na^+ ^uptake [31]. Thus, on a speculative note, the regulation of the expression of Na^+ ^transporter encoding genes in response to salinity stress may play a more limited role in tolerance, at least in rice. The regulation of overall root development and root architecture in rice may play a major role in tolerance, too. These analyses also highlight the importance of more detailed physiological measurements such as Na^+^, K^+^, Cl^- ^ion levels in the different tissue types and several time points for transcript analysis in future experiments.

## Conclusion

Comparative genomics is a useful approach for identifying biological features which are evolutionarily conserved across species and those which are characteristics of a particular species. Aided by publicly available expression data sets for wheat and *Arabidopsis*, this study compared the root transcriptome of two important cereal species in response to salt stress. While we did not identify any conservation in expression level response, the analysis successfully revealed several key biological features that distinguish rice from barley and wheat which are relatively more closely related. The study's findings may explain the phenotypic difference between rice and barley. We propose that under salt stress, rice is unable to repress key biological activities associated with growth such as root development genes, cell wall biogenesis genes and auxin-regulated genes. In contrast, genes associated with these three subcategories are suppressed in barley and also in wheat. It should be note that while these features clearly distinguish the response of rice from barley, it is difficult to ascertain if these features are the cause or the effect of inherent salt-sensitivity of rice. What is needed is a detailed study of root growth and development, and root architecture coupled with a high-resolution transcriptional analysis to help ascertain the mechanism of salt adaptation in cereals. The interpretations from the current study should be taken with some degree of caution, though, as they are limited to the analysis of the roots of these species at one developmental stage. Future work will focus on the shoot tissue and aim for a higher spatial and developmental resolution in several genotypes across multiple species. Such an approach will elucidate orthologous transcriptional networks required for response to environmental stress in a wide array of related species.

## Methods

Rice genotypes IR29 and FL478 were originally obtained from G.B. Gregorio at IRRI, Philippines and seed was multiplied by Linghe Zeng at U. S. Salinity Laboratory, Riverside. Seed for barley genotypes Golden Promise was a gift from Peggy Lemaux (University of California, Berkeley) and Maythorpe was obtained from the National Small Grains Collection, USDA-ARS, Aberdeen, Idaho. The plants were cultured for expression studies at the U.S. Salinity Laboratory, USDA-ARS, Riverside, CA.

### Rice salinity stress treatment

Rice plants were grown in large tanks (122 × 61 × 46 cm) filled with sand and irrigated with Yoshida solution. The seedlings were grown with nutrient solution for 22 d after germination. Salinity stress treatment was applied by adding NaCl and CaCl_2 _(5:1 molar concentration) in 2 steps to a final EC_w _of 7.4 dSm^-1 ^(~60 mM NaCl) over a period of 3 d to avoid a sudden osmotic stress. The EC_w _of control tanks was 1.1 dSm^-1^. The nutrient solution pH was maintained between 5.0 and 6.5 by adding sulfuric acid. Plants were exposed to salt stress for 5 more days. The rationale was to allow the plants to adapt to high salinity and capture the more relevant adaptive responses. Roots (2 cm of root tips) were harvested and snap frozen for RNA extraction 30 d after germination. The rice plants from the control tanks were also harvested at the same time. The plants were in early tillering stage of development at the time of harvest. Three biological replicates were obtained for FL478 and IR29 from both control and high salinity sand tanks. The air temperature ranged from 32°C to 45°C during the day and between 19°C to 22°C at night. Relative humidity ranged from 40% to 80%.

### Barley salinity stress treatment

Germinated barley seeds of Golden Promise and Maythorpe were transferred to Speedling transplant trays (polystyrene trays with cells) floated on aerated half-strength Hoagland's solution with double iron (50 gL^-1^) in two large (700 L) metal containers in the greenhouse. Sixteen days after germination, the plants in one container were exposed to a gradually increasing salt stress. The final EC_w _17 dSm^-1 ^(~150 mM NaCl) was achieved by gradually increasing the salt concentration during a period of 5 days. A Na:Ca molar ratio of 10:1 was maintained during each increment of salinity level by adding CaCl_2_. The system was allowed to stabilize for 5 more days and then roots (2 cm of root tips) of stressed and control plants for both genotypes were harvested and snap frozen. Roots from ~15 plants were harvested for each genotype to constitute a biological replicate. Material from 3 independent biological replicates was obtained for RNA extraction.

The root tissue harvest stage for both species was during the early tillering when rice yield is highly sensitive to salt stress. The salt stress levels selected for the both rice (7.4 dSm^-1^/~60 mM NaCl) and barley (17 dSm^-1^/~150 mM NaCl) were based on past experiments which indicated a yield loss by 60% for both, the sensitive rice (IR29) and sensitive barley (Maythorpe) [21,18].

### Wheat salinity stress treatment

Wheat microarray data included in this analysis was generated by Mott and Wang (2007). We used the wheat cv. Chinese Spring root sample microarray data. The salinity level reported in the wheat experiment was a gradual increment (6 dS/m) to reach a final EC of 30 dS/m. The RNA for the microarray was obtained from whole root tissue of 42 d old plants. The wheat data used in the current analysis was generated from a relatively higher salt stress treatment. Further the plants were sampled in a later developmental stage than rice and barley. The rice and barley dataset were generated using the RNA from root tips while the wheat data was obtained from whole roots. These differences are significant and are expected to influence the transcriptional responses to salinity stress among the three species. However, the comparison of wheat data with rice and barley indicates that such an analysis can provide useful information.

### RNA preparation and GeneChip hybridization

RNA extraction, clean-up, labeling and hybridization to GeneChips for rice and barley root samples was done as described in Walia et al., 2005. Briefly, total RNA was isolated from root tissue using the TRIzol reagent. The RNA was cleaned by passing through an RNAeasy spin column (Qiagen, Chatsworth, CA) and on-column DNase1 treated according to manufacturer's protocol. The RNA quality was assessed using the RNA Lab-On-A-Chip (Caliper technologies Corp., Mountain View, CA) on a Agilent Bioanalyzer 2100 (Agilent Technologies, Palo alto, CA). Further labeling and hybridization steps were performed as recommended by Affymetrix, Inc. (Affymetrix Genechip Expression Analysis Technical Manual, Affymetrix, INC., Santa Clara, CA). Each biological replicate was hybridized to an array to obtain a total of 3 replicates for each genotype and treatment. The only exception was IR29 control samples for which for which only 2 biological replicates are available.

### Data analysis

Scanned GeneChip images from rice and barley were examined for visual aberrations. Images with visual defects were discarded and labeled cRNA was hybridized to fresh GeneChips. Further preprocessing and analysis was performed using the .CEL files. The .CEL files were imported into RMA [32] for further processing. The background adjustment and quantile normalization were performed using the default settings. The log-transformed values from RMA were imported into Significance Analysis of Microarrays (SAM) software [33]. To identify salt stress responsive genes we performed differential expression analysis using the two-class unpaired selection in SAM. The test statistics used was the T-statistic. The arbitrary cut-off for calling differential expression was set at 10% FDR (q-value). We did not use a fold change threshold for analysis using SAM. The rice and barley dataset were analyzed as described above. Publicly available wheat (E-MEXP-971; ArrayExpress EBI) and *Arabidopsis *(GSE7642; NCBI GEO) datasets were also analyzed independently using the described preprocessing and differential expression analysis.

### Probe set Annotation

The probe sets for rice, barley and wheat were obtained using the HarvEST:Rice (ver. 1.10), HarvEST:Barley (ver. 1.72) and HarvEST:Wheat (ver. 1.52) annotation tool publicly available at [34]. The software provides the best BLASTX hit against UniProt, TIGR Rice, and TAIR *Arabidopsis *database with a cut-off threshold of E-20. The minimum number of probes matched selected for the annotation was 11. The annotation for *Arabidopsis *probe sets was obtained from the BAR tool [35].

### Hierarchical clustering analysis

Unsupervised hierarchical clustering analysis was performed separately for rice and barley datasets. The threshold for calling significant gene clusters was set to a p-value of 0.001. Pearson correlation was used for placing neighboring probe sets. The Gene Ontology (GO) heat cluster was generated using the -log (p-value) for each sub-category (Figure 3). The color code for the heat map displays pink for lower p-value (more significant enrichment) and blue represents low or no relative enrichment of a category for a given gene set.

## Availability and requirements

The rice and barley data are available through the NCBI portal GEO under series GSE13735 and GSE6325. The list of differentially expressed genes and GO is available as Additional files. Enhanced probeset annotations for rice, barley and wheat were generated using the publicly accessible annotation tools available at .

## Authors' contributions

HW contributed in the design of the experiment, cultured the plants, analyzed the array data, and drafted the manuscript. CW designed the experiment, cultured the plants, performed ion analysis, and provided significant input to the manuscript. AMI is the co-principal investigator on the project and had major input in the design of the experiment. XC and TJC are the principal investigators of the grants that funded the research and had input in the design of experiment, data interpretation and manuscript preparation.

## Supplementary Material

Additional file 1 **Genes down-regulated in FL478 roots** Click here for file

Additional file 2 **Genes up-regulated in FL478 roots** Click here for file

Additional file 3 **Genes down-regulated in IR29 roots** Click here for file

Additional file 4 **Genes up-regulated in IR29 roots** Click here for file

Additional file 5 **Genes down-regulated in Golden Promise roots** Click here for file

Additional file 6 **Genes up-regulated in Golden Promise roots** Click here for file

Additional file 7 **Genes down-regulated in Maythorpe roots** Click here for file

Additional file 8 **Genes down-regulated in Maythorpe roots** Click here for file

Additional file 9 **Figure **2:**Cluster 1** Click here for file

Additional file 10 **Figure **2:**Cluster 2** Click here for file

Additional file 11 **Figure **2**:Cluster 3** Click here for file

Additional file 12 **Figure **2**:Cluster 4** Click here for file

Additional file 13 **Figure **2**:Cluster 5** Click here for file

Additional file 14 **Figure **2**:Cluster 6** Click here for file

Additional file 15 **Figure **2**:Cluster 7** Click here for file

Additional file 16 **GO for FL478 down-regulated genes** Click here for file

Additional file 17 **GO for FL478 up-regulated genes** Click here for file

Additional file 18 **GO for Golden Promise down-regulated genes** Click here for file

Additional file 19 **GO for Golden Promise up-regulated genes** Click here for file

Additional file 20 **GO for IR29 down-regulated genes** Click here for file

Additional file 21 **GO for IR29 up-regulated genes** Click here for file

Additional file 22 **GO for Maythorpe down-regulated genes** Click here for file

Additional file 23 **GO for Maythorpe up-regulated genes** Click here for file

## References

[B1] Brem RB, Yvert G, Clinton R, Kruglyak L (2002). Genetic dissection of transcriptional regulation in budding yeast. Science.

[B2] Townsend JP, Cavalieri D, Hartl DL (2003). Population genetic variation in genome-wide gene expression. Mol Biol Evol.

[B3] Jin W, Riley RM, Wolfinger RD, White KP, Passador-Gurgel G, Gibson G (2001). The contributions of sex, genotype and age to transcriptional variance in Drosophila melanogaster. Nat Genet.

[B4] Caceres M, Lachuer J, Zapala MA, Redmond JC, Kudo L, Geschwind DH, Lockhart DJ, Preuss TM, Barlow C (2003). Elevated gene expression levels distinguish human from non-human primate brains. Proc Natl Acad Sci.

[B5] Oleksiak MF, Roach JL, Crawford DL (2005). Natural variation in cardiac metabolism and gene expression in Fundulus heteroclitus. Nat Genet.

[B6] Ma L, Chen C, Liu X, Jiao Y, Su N, Li L, Wang X, Cao M, Sun N, Zhang X, Bao J, Li J, Pedersen S, Bolund L, Zhao H, Yuan L, Wong GK, Wang J, Deng XW, Wang J (2005). A microarray analysis of the rice transcriptome and its comparison to Arabidopsis. Genome Res.

[B7] Jiao Y, Ma L, Strickland E, Deng XW (2005). Conservation and divergence of light-regulated genome expression patterns during seedling development in rice and arabidopsis. Plant Cell.

[B8] Whitehead A, Crawford D (2005). Variation in tissue-specific gene expression among natural populations. Genome Biol.

[B9] Zhang X, Byrnes JK, Gal TS, Li W-H, Borevitz JO (2008). Whole genome transcriptome polymorphisms in Arabidopsis thaliana. Genome Biol.

[B10] Zeng L, Shannon MC (2000). Salinity effects on the seedling growth and yield components of rice. Crop Sci.

[B11] Ueda A, Kathiresan A, Bennet J, Takabe T (2006). Comparative transcriptome analyses of barley and rice under salt stress. Theoretical and Applied Genetics.

[B12] Ozturk ZN, Talame V, Deyhoyos M, Michalowski CB, Galbraith DW, Gozukirmizi N, Tuberosa R, Bohnert HJ (2002). Monitoring large-scale changes in transcript abundance in drought- and salt-stressed barley. Plant Mol Biol.

[B13] Kawasaki S, Borchert C, Deyholos M, Wang H, Brazille S, Kawai K, Galbraith D, Bohnert HJ (2001). Gene expression profiles during the initial phase of salt stress in rice. Plant Cell.

[B14] Wong CE, Li Y, Labbe A, Guevara D, Nuin P (2006). Transcriptional profiling implicates novel interactions between abiotic stress and hormonal responses in *Thellungiella*, a close relative of *Arabidopsis*. Plant Physiol.

[B15] Gong QQ, Li PH, Ma SS, Rupassara SI, Bohnert HJ (2005). Salinity stress adaptation competence in the extremophile *Thellungiella halophila *in comparison with its relative *Arabidopsis thaliana*. Plant J.

[B16] Bonilla P, Dvorak J, Mackill D, Deal K, Gregorio G (2002). RFLP and SSLP mapping of salinity tolerance genes in chromosome 1 of rice (Oryza sativa L.) using recombinant inbred lines. Philippine J Agric Sci.

[B17] Walia H, Wilson C, Condamine P, Liu X, Ismail AM, Zeng L, Wanamaker SI, Mandal J, Xu J, Cui X, Close TJ (2005). Comparative transcriptional profiling of two contrasting rice genotypes under salinity stress during the vegetative growth stage. Plant Physiol.

[B18] Forster BP (2001). Mutation genetics of salt tolerance in barley: an assessment of Golden Promise and other semi-dwarf mutants. Euphytica.

[B19] Wei W, Bilsborrow PE, Hooley P, Fincham DA, Lombi E, Forster BP (2003). Salinity induced differences in growth, ion distribution and partitioning in barley between the cultivar Maythorpe and its derived mutant Golden Promise. Plant and Soil.

[B20] Walia H, Wilson C, Condamine P, Ismail AM, Xu J, Cui X, Close TJ (2007). Array-based genotyping and expression analysis of barley cv. Maythorpe and Golden Promise. BMC Genomics.

[B21] Zhang W, Wang C, Qin C, Wood T, Olafsdottir G, Welti R, Wang X (2003). The oleate-stimulated phospholipase D, PLDdelta, and phosphatidic acid decrease H_2_O_2_-induced cell death in Arabidopsis. Plant Cell.

[B22] Close TJ, Wanamaker S, Roose ML, Lyon M (2007). HarvEST: An EST Database and Viewing Software. Methods Mol Biol.

[B23] Lee H, Guo Y, Ohta M, Xiong L, Stevenson B, Zhu J-K (2002). LOS2, a genetic locus required for cold-responsive gene transcription encodes a bi-functional enolase. EMBO J.

[B24] Zhang W, Wang C, Qin C, Wood T, Olafsdottir G, Welti R, Wang X (2003). The oleate-stimulated phospholipase D, PLDδ, and phosphatidic acid decrease H_2_O_2_-induced cell death in Arabidopsis. Plant Cell.

[B25] Mott IW, Wang RCC (2007). Comparative transcriptome analysis of salt-tolerant wheat germplasm lines using wheat genome arrays. Plant Science.

[B26] Salse J, Bolot S, Throude M, Jouffe V, Piegu B, Quraishi UM, Calcagno T, Cooke R, Delseny M, Feuillet C (2008). Identification and characterization of shared duplications between rice and wheat provide new insight into grass genome evolution. Plant Cell.

[B27] Ramakrishna W, Dubcovsky J, Park YJ, Busso C, Emberton J, SanMiguel P, Bennetzen JL (2002). Different types and rates of genome evolution detected by comparative sequence analysis of orthologous segments from four cereal genomes. Genetics.

[B28] Held BM, Wang H, John I, Wurtele ES, Colbert JT (1993). An mRNA putatively coding for an *O*-methyltransferase accumulates preferentially in maize roots and is located predominantly in the region of the endodermis. Plant Physiol.

[B29] Datta S, Hettiarachchi GH, Deng XW, Holm M (2006). *Arabidopsis *CONSTANS-LIKE3 is a positive regulator of red light signaling and root growth. Plant Cell.

[B30] Dinneny JR, Long TA, Wang JY, Jung JW, Mace D, Pointer S, Barron C, Brady SM, Schiefelbein J, Benfey PN (2008). Cell Identity Mediates the Response of Arabidopsis Roots to Abiotic Stress. Science.

[B31] Yeo AR, Yeo ME, Flowers TJ (1987). The contribution of an apoplastic pathway to sodium uptake by rice roots in saline conditions. Journal of Experimental Botany.

[B32] Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, Speed TP (2003). Exploration, Normalization, and Summaries of High Density Oligonucleotide Array Probe Level Data. Biostatistics.

[B33] Tusher V, Tibshirani R, Chu G (2001). Significance analysis of microarrays applied to the ionizing radiation response. Proc Natl Acad Sci.

[B34] HarvEST Home Page http://harvest.ucr.edu.

[B35] The Bio-Array Resource for Arabidopsis Functional Genomics http://bar.utoronto.ca/.

How the deposited data were processed for this re-analysis (not part of the article)

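The rice arrays of the study were re-analysed from the table of probe set values that the authors deposited. The barley and Arabidopsis measurements that the paper compares with were not analysed here. The table holds 11 Affymetrix Rice Genome Arrays of RNA from root tips, from the salt-tolerant FL478 (3 control and 3 salt arrays) and the salt-sensitive IR29 (2 control and 3 salt arrays), with 1 array per biological replicate. The paper's Methods give the same numbers. The salt arrays of each genotype were compared with its own control. The deposited values are linear signal intensities that the authors produced with GCOS, for which no version is given, scaled so that each array has the same 2% trimmed mean. They are not log-transformed and not quantile-normalized. The paper ran its tests on RMA values of the same arrays, which are not in this table. Detection calls are not in the table either, so no probe set was left out as absent.

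Of 57381 probe sets, 123 Affymetrix controls were left out and 57258 were analysed. An offset of 32 was added and the values were taken to log2. The scaling was judged from the trimmed means, and no further normalization was applied. The offset shrinks changes of dim probe sets toward 0, and between 36.6% and 41.9% of the probe sets of an array had a signal under 32, so changes in weakly expressed genes are measured poorly. The 4 groups were fitted together in limma (version 3.58.1, R 4.3.3) with 1 mean per group, so that all arrays share one estimate of the spread (7 residual degrees of freedom, and 3 prior degrees of freedom from the empirical Bayes step). Each p given for a probe set is from the moderated test of this fit, adjusted over all probe sets by Benjamini-Hochberg and called under 0.10, the false discovery rate of the paper. Salt was compared with control within each genotype, and the difference between the genotypes' responses was tested as an interaction. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9.

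The annotation used gives gene symbols and synonyms without descriptions. It names 1 gene for 22436 probe sets, several for 95 and none for 34727, and 17905 genes had a probe set. Gene names in the text are from this annotation or from the paper's tables, which give a rice locus for 1609 probe sets and the positions on chromosomes, in a rice genome release that the tables do not name. Lists of genes were drawn by patterns on symbols and synonyms, and so miss genes under other names and take in some that share a synonym, such as CIPK14 among the glycolysis genes and PIP5K genes among the aquaporins. They cover glycolysis, sodium and potassium transport, cell wall, auxin, aquaporins, class III peroxidases, reactive oxygen scavenging, glutathione S-transferases, water deficit, ethylene, heat shock proteins, nitrate and ammonium assimilation, metal homeostasis and ribosomal proteins. For dividing cells, shoot tissue, xylem and the endodermis the symbols were chosen once the annotation was known to hold no descriptions, and before their test. Markers of root hairs matched no symbol. Each gene was represented by its brightest probe set. The lists were tested with camera at a preset correlation between genes of 0.01 and called at an adjusted p under 0.05. Benjamini-Hochberg was applied over the lists in each comparison, with the marker lists adjusted by themselves. Lists taken from the paper's own tables, by its functional categories, clusters or descriptions, were chosen by the study on these arrays and were given as tallies.

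Genes named in the text are, in each genotype, the 10 largest rises and the 10 largest falls among called probe sets above the median level whose salt and control arrays did not overlap, with 1 probe set per gene. Added to these are the 5 largest in each direction of those called in both genotypes, up to 4 members with the largest changes in each list, and each gene that the paper names and its tables or the annotation tie to a rice probe set. The values of the last kind in the paper's tables had been seen. A gene that the paper names is not reported here. Genes named outside this rule are marked in the text as chosen after their values were seen.

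The fit was tested on simulated data with 57258 probe sets, the same groups and 200 changed probe sets per genotype in each of 5 runs. The changed probe sets were drawn from those above the median level. Errors were normal and independent, with the spreads shuffled over probe sets, so the recovery of dim probe sets was not tested. Of simulated log2 changes of 1, 30.4% were called in FL478 and 20.0% in IR29, and of changes of 2, 79.0% and 70.2%. False calls made up 13.2% of the calls in FL478 and 7.96% in IR29.

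The alternatives tried were an offset of 64, a floor of 32 in place of the offset, quantile normalization, probe sets above the median level only, an intensity trend with robust variance in limma, replicate number as a block, an adjusted p under 0.05, limma and the two-class SAM on each genotype by itself, camera with an estimated correlation, the rotation test fry, the mean over the probe sets of a gene, and leaving out each array in turn. The two-class SAM was coded for this re-analysis and is not the software that the paper used. It took all relabellings of the arrays, 20 in FL478 and 10 in IR29. The ratio of the GAPDH signals at the 3' and 5' ends as a covariate was added after seeing the data.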

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

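The GAPDH covariate was chosen after the data were seen, and the check of the error that it adds was chosen after its result. The other tests of this part were set before their results.

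Markers of dividing cells passed the test of the difference between the 2 genotypes by camera at its preset correlation only. They did not pass with an estimated correlation or with fry. Of 22 marker genes, among them histones H2B, cyclins and subunits of the MCM helicase, 21 were higher under salt in FL478, with a median log2 change of 0.14 (camera, adjusted p = 0.15), and 17 were lower in IR29, with a median of -0.08 (adjusted p = 0.263). The response of IR29 minus that of FL478 was negative for 19 of 22, with a median of -0.22 (camera, adjusted p = 0.00379 over the marker lists alone). With an estimated correlation between genes the adjusted p was 0.578, and with fry it was 0.667. None of the 22 is in the paper's lists of changed rice probe sets, and none passed by itself. Root tips hold dividing cells, and whether their share or their activity differed was not tested.

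A pair of genes had salt and control arrays that lay apart in opposite directions in the 2 genotypes. MCM7, of the helicase that opens DNA for replication, had 0.40 in FL478 (SE 0.17) and -0.26 in IR29 (SE 0.19), a difference of -0.66 (SE 0.25, adjusted p = 1.00 from limma). OsCASPL1D1, of a family of Casparian strip membrane proteins of the endodermis, had -1.44 in FL478 (SE 0.42) and 0.54 in IR29 (SE 0.47), a difference of 1.985 (SE 0.63, adjusted p = 1.00 from limma). Its control signal was 1085 ± 830.3 intensity units in FL478 (SD, n = 3) and 11400 ± 4022 in IR29 (SD, n = 2). Among the 173 named probe sets chance gives 1.73 such cases.

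Of the called probe sets, 24 in FL478 and 1 in IR29 are in none of the paper's rice lists. The largest change of the 24 among those named was that of LOC4324556, a gene without a name in the annotation, which fell by 3.67 in FL478 (SE 0.61, adjusted p = 0.0927 from limma). Its signal went from 1616 ± 1151 to 75.4 ± 32.0 intensity units (SD, n = 3 arrays each), and its log2 change in IR29 was -0.28 (SE 0.68). The 1 in IR29 is a probe set without an annotated gene, which rose by 2.60 (SE 0.23, adjusted p = 0.0261) from 25.9 ± 4.10 (SD, n = 2) to 324 ± 78.9 units (SD, n = 3). In FL478 it had 20.6 in the control and 24.1 under salt, and the difference between the genotypes was 2.49 (SE 0.31, adjusted p = 0.231, the smallest of all probe sets).

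More probe sets passed in FL478 (97) than in IR29 (3). Without 1 of its 3 control arrays, which leaves FL478 with as many as IR29, at most 7 passed in FL478, but 14, 3 and 24 passed there without each FL478 salt array and 18 without either IR29 control array, so the fall is not particular to control arrays. In simulated data the design gave 490 calls in IR29 and 630 in FL478, and without the second IR29 control array 49 passed in IR29, so whether the smaller number of control arrays accounts for the lower count stays open. The spread of the salt effects with the error variance taken off was larger in FL478 by 0.118 on the log2 scale (jackknife SE 0.145), so larger effects of salt in FL478 could neither be shown nor excluded. The 6 FL478 arrays make 10 splits, too few for a share under 0.05, with 97 probe sets in the real split, 1 split with as many, and 0 as the highest of the others.

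In FL478 the ribosomal protein genes were higher and the metal homeostasis genes lower than other genes under salt by camera at its preset correlation, and neither passed with an estimated correlation (adjusted p = 0.797 for each). The 10 splits of the FL478 arrays are too few for a share under 0.05. The real split gave 2 lists and the highest of the others 3, and 4 splits gave 2 or more.

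The salt responses of the genotypes ran the same way across probe sets (r = 0.229). Of 200 reassignments of the arrays within genotypes, a share of 0.03 gave a correlation as high (exact permutation test, highest other 0.296), which argues against a chance order of the arrays. The GAPDH 3' to 5' log2 ratio was higher under salt by 0.21 (exact permutation p = 0.02, or 0.175 adjusted over the array measures), and with it as a covariate r was 0.422. This met the bound of 0.15 set to exclude RNA quality, but the bound was wrong, since the error that the covariate adds is shared by both responses and by itself gives 0.37; with that error taken off, the covariance was 0.011 (jackknife SE 0.0266), against 0.032 (SE 0.0193) without the covariate. RNA quality therefore cannot be told apart from a shared response to salt, since the ratio moved with salt in both genotypes.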

How the results depend on the processing

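The GAPDH 3' to 5' ratio as a covariate was chosen after seeing the data. The cause was not tested for any change of a value given here. Of the values reported, 97 probe sets passed in FL478, 3 in IR29, 1 in both and 0 for the difference between the genotypes, where 2596 had an unadjusted p under 0.05 from limma.

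With an offset of 64, 171 passed in FL478 and 2 in both. With a floor at 32, 145 passed in FL478 (56 of the 97 among them), 80 in IR29 (9 higher and 71 lower), 17 in both and 41 for the difference between genotypes. With quantile normalization, 83 passed in FL478, 77 of them of the 97. Among probe sets above the median level, where fewer are tested, 220 passed in FL478, 4 in IR29, 3 in both and 3 for the difference between genotypes, and the correlation of the responses was 0.376. With an intensity trend and robust variance, 256 passed in FL478, 25 in IR29 and 13 in both. At an adjusted p under 0.05, 1 passed in each genotype and 0 in both. On the arrays of one genotype alone, limma called 1 in FL478, 0 in IR29 and 0 in both, and SAM called 30, 1 and 0. With the GAPDH covariate, limma called 0 in FL478, 0 in IR29 and 0 in both, the correlation was 0.422, and the ribosomal list had an adjusted p of 0.809 in IR29. There all 97 probe sets kept their direction, with a median size of 1.42 against 1.49, while the median standard error went from 0.255 to 0.315. For the difference between genotypes the settings not named gave 0, and fits of one genotype cannot give it.

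With replicate number as a block, 127 passed in FL478 (70 of the 97), 0 in IR29 and 0 in both, and the adjusted p of glycolysis in IR29 was 0.0765. The control and salt arrays were taken to share only a number, and neither the labels nor the paper's Methods say whether they were paired. Once the group means were taken off, those of the same number correlated at 0.18, 0.07 and 0.11 in FL478, each the highest of its array, and at -0.07 and 0.05 in IR29.

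Without 1 array, FL478 had 1 to 86 (1, 7 and 1 without each FL478 control, 14, 3 and 24 without each FL478 salt array, 18 without either IR29 control, 6 without the first IR29 salt array and 86 without the second or the third). IR29 had 0 to 49 (49 without its second control, 6 without its second salt array, 3 without the first FL478 salt array and 0 or 1 otherwise), and where it kept 1 control array, that array was assumed to vary like the others. Both had 0 to 2 (2 without the first FL478 salt array or the second IR29 control), and the difference between genotypes 0 to 18 (18 without the second IR29 control, 1 without the first IR29 salt array). The correlation was 0.132 (without the second IR29 salt array) to 0.284 (without the third).

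Of the gene lists other than the markers, 4 tests within a genotype passed. There were 3 to 4 under the other scalings, the filter, the block and the covariate, and 2 to 4 without 1 array (2 without the second FL478 salt array). With an estimated correlation or with fry 0 passed. The tests of the marker lists were repeated only with an estimated correlation and with fry. How the difference between genotypes in dividing cells (camera, adjusted p = 0.00379) depends on scaling or single arrays was not tested. With the estimated correlation, the adjusted p was 0.797 for the metal and the ribosomal list in FL478 and 0.898 for glycolysis and the ribosomal list in IR29, and with fry 0.227, 0.227, 0.599 and 0.679. Without 1 array, the metal list in FL478 had 0.000495 to 0.157 (over 0.05 without its first or second salt array), the ribosomal list in FL478 1.11e-05 to 0.0189, and glycolysis in IR29 0.000424 to 0.279 (over 0.05 without its second control or the third salt array). The ribosomal list in IR29 had 0.0082 to 0.501, under 0.05 only without the second FL478 control, the first IR29 control or the third IR29 salt array, and 0.0506 among probe sets above the median level. The direction of all 4 was kept throughout.

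The calls of Cluster II and Cluster VII members, adjusted over each list alone, came to 33 over both genotypes, to 25 to 33 without 1 array and to 23 (the covariate) to 44 (the floor) otherwise. Of 6210 further values of named probe sets, 344 lost their call and 53 gained one, and 148 of those without a call changed sign. Of 798 values of lists not past the threshold, 6 gained a call and 69 changed sign. Of 216 counts of cluster members, 24 moved. Signal over background limits all of this, since changes of the probe sets under 32 units depend on the offset.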

Differences from the paper's values

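The paper tested RMA values with SAM, and the values here are limma calls on the deposited signals, at the same false discovery rate of 10%. For FL478 the paper gives 239 probe sets higher and 337 lower under salt, against 28 and 69 here. For IR29 the paper gives 652 higher and 443 lower, against 1 and 2 here. For both genotypes the paper gives 58 higher and 60 lower, against 0 and 1 here. At an unadjusted p under 0.05, limma had 5136 in FL478 and 3540 in IR29. Under the alternatives set before the data were examined, the ranges were 0 to 75 and 1 to 181 in FL478, 0 to 10 and 0 to 71 in IR29, and 0 to 5 and 0 to 14 in both, so that none of the 20 came within 1.5 times of the paper's values. SAM, the test the paper names, called 30 in FL478, all lower, and 1 in IR29, higher. It was coded anew and not run in the paper's software, so the calls are not from the same program.

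The paper gives 24% of the probe sets higher in FL478 as also higher in IR29, against 0% here and 0% to 6.67% under the 14 of the alternatives set before the data were examined that called any, none of which came within 1.5 times of the paper's value. The paper gives 17% for those lower in FL478, against 1.45% here. Within 1.5 times of it were the floor at 32 (15.4%, 14 of 91 probe sets), leaving out the first FL478 salt array (20.0%, 2 of 10) and leaving out the second IR29 control array (16.7%, 2 of 12), and 17 others were not.

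By direction, all 238 probe sets listed as higher in FL478 and all 336 listed as lower moved that way here. So did 638 of 651 and 434 of 442 of those listed for IR29. The study chose these lists on the same arrays, so their direction is not independent evidence. The lists as read hold 238, 336, 651 and 442 probe sets, against 239, 337, 652 and 443 in the paper's Table 1.

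The paper states that LOS2 is lower in rice. Its log2 change was -0.08 in FL478 and -0.21 in IR29, neither past the threshold, and with the floor at 32 the change in IR29 passed. The paper states the same of phospholipase D delta, which had 0.31 in FL478 and -0.25 in IR29, neither past the threshold, and 0.04 in FL478 without the third FL478 control array, so its direction there is not established. Of the 25 Cluster II probe sets, 23 were lower in each genotype.

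The paper names Os05g13940 as induced in rice. Its 5 probe sets were higher in both genotypes (in IR29, 1 was lower without the second IR29 control array) and none passed, while with an intensity trend and robust variance that with 0.87 passed in FL478. The paper names RD22 as higher in rice. The probe set of OsBURP10, which has this match, rose by 4.05 in FL478 and had 3.16 in IR29, where SAM on IR29 alone called it. That of another gene with this match, OsBURP2, had -2.20 and -4.17. The paper names ZRP4 likewise, and of 5 probe sets, from 5 loci, 3 were higher and 2 lower in both genotypes. It names TT7 as higher in IR29, and the values there were 0.70 and -0.82 by the probe sets of 2 rice loci. The second of these passed as lower in FL478 (-1.33) above the median level and with an intensity trend and robust variance. The loci given for each of these names are different genes, so a lower value at one does not contradict a rise at another. CHS, with 1.17 in IR29, NIA1, with 1.49 and 0.66 (0.44 and 0.43 without the second IR29 control array), and CBF1, with 0.79 (0.36 without that array), were higher there as stated and did not pass.

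The paper states that the root growth genes of its Fig. 4 are not repressed in rice. Of the rice probe sets reported here for them, none passed as lower in either genotype. ARF8 and IAA7 were taken by rice symbol or synonym and may not be the genes of that figure. COBRA-like 4, the rice match of COBRA, was higher in IR29 (1.54 and 1.96), and whether it has the role of COBRA was not tested. The probe set given for ACR4, which matches an ACT domain protein and may not be the gene meant, had -0.51 in FL478 and -0.11 in IR29.

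The paper describes repression as wider in IR29 than in FL478 for energy, osmosensing and radical detoxification genes. Its categories hold 33, 6 and 11 genes among those repressed in IR29, and 9, 4 and 6 among those repressed in FL478. Of its own lists, limma called 0 of 46, 0 of 8 and 0 of 16 as lower in IR29, where 35, 6 and 10 had an unadjusted p under 0.05, and 1 of 10, 0 of 4 and 2 of 9 as lower in FL478, where 10, 3 and 8 did. Over all probe sets limma called 2 as lower in IR29 and 69 in FL478, so these counts of calls do not compare the genotypes. The paper's reading rests on the number and enrichment of genes per category, which was not tested here. Each list had the more negative median in the genotype for which the study chose it. Those for IR29 had -0.63, -0.67 and -0.80 in IR29 and -0.37, -0.36 and -0.45 in FL478, and those for FL478 had -0.96, -0.82 and -1.66 in FL478 and -0.77, -0.10 and -0.17 in IR29. Limma's test of the difference called 0 of them, over all probe sets.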

Other observations

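All values of this part are from fits and lists set before their results were seen, apart from the symbols of the marker lists, which were chosen before their test.

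Ribosomal protein genes were found by symbol, in a list meant for cytosolic proteins from which those of mitochondria or chloroplasts were not excluded. Of its 25 genes, 24 were higher under salt in FL478 and none passed alone, with a median log2 change of 0.22 (camera, adjusted p = 0.000347). In IR29, 22 were higher, with a median of 0.19 (adjusted p = 0.0498). With an estimated correlation the adjusted p was 0.797 in FL478 and 0.898 in IR29, by fry it was 0.227 and 0.679, and the difference between the genotypes had an adjusted p of 0.249. The largest values were those of RPS10-1, at 0.44 in FL478 (SE 0.17) and 0.24 in IR29 (SE 0.19), rpl5, at 0.41 and 0.12, and RPL18, at 0.35 and 0.38. The paper does not discuss this group. The list also holds rps14, whose gene carries the symbol of a succinate dehydrogenase subunit, SDH2-1, at -0.01 in FL478 and -0.56 in IR29.

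Fermentation enzymes, which regenerate NAD without oxygen, were lower under salt in both genotypes among the 6 probe sets that the paper's rice tables describe as such, with medians of -0.76 in FL478 and -1.23 in IR29. Pyruvate decarboxylase 1 (LOC_Os05g39310) had -1.41 in FL478 (SE 1.04, adjusted p = 0.756 from limma) and -2.65 in IR29 (SE 1.16, adjusted p = 0.791 from limma). Alcohol dehydrogenase 1 (LOC_Os03g08999) had -0.69 (SE 0.17) and -0.71 (SE 0.19). In nitrogen assimilation, a glutamate synthase (GLT2, LOC_Os05g48200) had -1.59 (SE 1.11) in FL478 and -3.47 (SE 1.24) in IR29, and another (LOC_Os01g48960) -0.75 and -1.37. None of these passed. These probe sets were chosen by the study on the same arrays.

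Among defence genes, the paper's tables describe 22 probe sets as pathogenesis-related proteins, chitinases and the like, of which 15 were lower in FL478 and 14 in IR29. In FL478, pathogenesis-related protein 1 (LOC_Os07g03730) fell by 1.85 (SE 0.25, adjusted p = 0.0694 from limma) and a disease resistance response protein (LOC_Os03g59440) by 1.42 (SE 0.18, adjusted p = 0.0666 from limma), while an acidic endochitinase (LOC_Os04g27980) rose by 1.54 (SE 0.26, adjusted p = 0.0987 from limma). In IR29 the changes were -0.71 (SE 0.28), -1.39 (SE 0.21) and 0.77 (SE 0.29). In ethylene synthesis, an ACC oxidase (LOC_Os08g30100) had -2.62 in FL478 (SE 0.58, adjusted p = 0.191 from limma) and -0.29 in IR29 (SE 0.65), and ACC oxidase 1 (LOC_Os09g27750) 0.09 (SE 0.29) and 1.35 (SE 0.32).

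The other lists taken from gene symbols did not pass in either genotype. Of 30 aquaporin genes, 19 were higher in FL478 (median 0.11, adjusted p = 0.413 from camera) and 17 lower in IR29 (median -0.02, adjusted p = 0.817). Of 25 heat shock protein genes, 13 were lower in FL478 (adjusted p = 0.519) and 14 higher in IR29 (adjusted p = 0.835), with HSP17.4 at -2.35 in FL478 (SE 0.59) and -0.91 in IR29 (SE 0.66). Of 15 ethylene genes, 8 were lower in FL478 (adjusted p = 0.687) and 10 higher in IR29 (adjusted p = 0.817). Of 16 nitrate and ammonium genes, 8 were lower in each genotype (adjusted p = 0.687 in FL478 and 0.835 in IR29), and the sign of their median in FL478 changed between scalings. The 6 glutathione S-transferases (adjusted p = 0.966 in FL478 and 0.988 in IR29) and the 2 class III peroxidases with a symbol (adjusted p = 0.966 and 0.106) are short lists. Of the markers, 12 of 18 xylem genes were higher in each genotype (adjusted p = 0.709 in FL478 and 0.263 in IR29), as were 16 of 25 endodermis genes in FL478 and 12 in IR29 (adjusted p = 0.579 and 0.728) and 2 of 4 shoot genes (adjusted p = 0.605 and 0.728), whose medians changed sign between scalings. For these markers the differences between genotypes had adjusted p of 0.553, 0.553 and 0.707.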
